# FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer

**DOI:** 10.1038/s44321-024-00090-6

**Published:** 2024-06-26

**Authors:** Nicla Lorito, Angela Subbiani, Alfredo Smiriglia, Marina Bacci, Francesca Bonechi, Laura Tronci, Elisabetta Romano, Alessia Corrado, Dario Livio Longo, Marta Iozzo, Luigi Ippolito, Giuseppina Comito, Elisa Giannoni, Icro Meattini, Alexandra Avgustinova, Paola Chiarugi, Angela Bachi, Andrea Morandi

**Keywords:** Ferroptosis, Lipid Metabolism, Polyunsaturated Fatty Acids, Desaturases, Lipid Droplets, Autophagy & Cell Death, Cancer, Metabolism

## Abstract

Triple-negative breast cancer (TNBC) has limited therapeutic options, is highly metastatic and characterized by early recurrence. Lipid metabolism is generally deregulated in TNBC and might reveal vulnerabilities to be targeted or used as biomarkers with clinical value. Ferroptosis is a type of cell death caused by iron-dependent lipid peroxidation which is facilitated by the presence of polyunsaturated fatty acids (PUFA). Here we identify fatty acid desaturases 1 and 2 (FADS1/2), which are responsible for PUFA biosynthesis, to be highly expressed in a subset of TNBC with a poorer prognosis. Lipidomic analysis, coupled with functional metabolic assays, showed that FADS1/2 high-expressing TNBC are susceptible to ferroptosis-inducing agents and that targeting FADS1/2 by both genetic interference and pharmacological approach renders those tumors ferroptosis-resistant while unbalancing PUFA/MUFA ratio by the supplementation of exogenous PUFA sensitizes resistant tumors to ferroptosis induction. Last, inhibiting lipid droplet (LD) formation and turnover suppresses the buffering capacity of LD and potentiates iron-dependent cell death. These findings have been validated in vitro and in vivo in mouse- and human-derived clinically relevant models and in a retrospective cohort of TNBC patients.

## Synopsis

The availability of intracellular polyunsaturated fatty acids (PUFA) depends on fatty acid desaturases 1 and 2 (FADS1/2), expressed at higher levels in aggressive triple-negative breast cancers (TNBC) highly susceptible to ferroptosis.

- FADS1/2 are highly expressed in a subset of TNBC with a poorer prognosis.
- FADS1/2 high-expressing TNBC are susceptible to ferroptosis-inducing agents.
- FADS1/2 ablation decreases PUFA/MUFA ratio and renders TNBC insensitive to pro-ferroptosis agents.
- Lipid droplets (LD) maintain PUFA/MUFA intracellular balance and when targeted enhance cell death triggered by ferroptosis induction.

## Abstract (web summary)

The availability of intracellular polyunsaturated fatty acids depends on FADS1/2 desaturases, expressed at higher levels in aggressive triple-negative breast cancers highly susceptible to ferroptosis.

The paper explained **Problem**

Triple-negative breast cancer (TNBC) is characterized by rapid progression and metastases and poses a significant clinical challenge as it lacks prognostic and predictive markers together with effective therapies, necessitating a deeper understanding of its biology to identify potential targets for intervention.

**Results**

Our studies reveal a dysregulated lipid metabolism in TNBC characterized by aggressive traits. We also identify the prognostic significance of desaturases FADS1 and FADS2 in this context. Importantly, the higher expression of FADS1 and FADS2 distinguished a subset of TNBC vulnerable to ferroptosis induction.

**Impact**

Our findings describe the complex metabolic reprogramming underlying the aggressive nature of TNBC and offer stratification biomarkers to improve the clinical management of TNBC patients. In addition, we present evidence supporting targeting strategies that involve dysregulation of lipid metabolism and induction of ferroptosis in preclinical models, which warrant further exploration in clinical trials.

## Introduction

Altered lipid metabolism is generally considered a common feature of breast cancers (Bacci et al, 2021). However, important differences have emerged in terms of lipid synthesis, upload, storage, and utilization between breast cancers with different biology, invasiveness, response to therapy, and prognosis (Koundouros and Poulogiannis, 2020). Intracellular lipids have a role as energetic substrates, structural components, or signaling molecules. Major components of lipids are fatty acids (FA) and their role within the cells is not only dependent on the total amount available but also on their length and complexity (i.e., the presence of carbon-carbon double bonds). Indeed, the balance between saturated (SFA), mono (MUFA), and polyunsaturated FA (PUFA) is essential for cellular homeostasis and biological functions (Dyall et al, 2022). The introduction of the first double bond is mediated by stearoyl-coenzyme A (stearoyl-CoA) desaturase 1 (SCD1), the key rate-limiting enzyme responsible for MUFA formation. Subsequent double bonds are inserted by fatty acid desaturases 1 and 2 (FADS1/2) (Vriens et al, 2019; Xuan et al, 2022), which are thus key mediators of PUFA biosynthesis. Aberrant lipid desaturation is involved in tumor initiation and progression and can be effectively targeted to impair tumor growth, metastatic dissemination, and relapse in preclinical models (Li et al, 2017; Peck et al, 2016; Ran et al, 2018). Particularly, PUFA have a major role in maintaining the architecture of the plasma membrane (Harayama and Shimizu, 2020). When in excess, PUFA are rapidly incorporated into the plasma membrane by long-chain acyl-CoA synthetase 4 (ACSL4) (Doll et al, 2017) and become vulnerable to lipid peroxidation. Peroxidized lipids alter the membrane bilayer, making it susceptible to rupture and causing ferroptosis, a unique form of iron-dependent cell death (Dixon et al, 2012). Consequently, the FA composition of the membranes, particularly a higher presence of PUFA over that of MUFA, enhances ferroptosis sensitivity (Lei et al, 2022). Lipid droplets (LD) can serve as a lipid reservoir for maintaining the intracellular balance of PUFA and MUFA, hence playing an essential role in ferroptosis protection (Dierge et al, 2021). Recently, many cell-autonomous pathways that prevent or revert lipid peroxidation have been shown to counteract ferroptosis induction. Among the mechanisms described, the antioxidant activity of the membrane-associated glutathione peroxidase 4 (GPX4) and the increased availability of the scavenger molecule glutathione (GSH), sustained by the SLC7A11-mediated import of cystine (Koppula et al, 2021), have a prominent role in regulating ferroptosis sensitivity.

Here we describe a cell-autonomous mechanism that exposes aggressive triple-negative breast cancer (TNBC) cells to ferroptosis susceptibility. We found that aggressive TNBC cells are characterized by higher expression of FADS1/2, leading to enhanced PUFA availability and thus becoming more sensitive to ferroptosis-promoting insults, a finding validated both in vitro and in vivo. Indeed, targeting FADS1/2 renders the aggressive TNBC cells resistant to ferroptosis as the addition of exogenous MUFA to the aggressive models exerts an anti-ferroptosis effect and prevents the detrimental effects of lipid peroxidation, whereas increasing the availability of PUFA resensitizes the resilient models to ferroptosis execution. Finally, we show that combining ferroptosis induction with the inhibition of LD biogenesis could be a promising approach for treating TNBC.

## Results

### Altered lipid metabolism is a feature of aggressive TNBC cells

We used isogenic 67NR, 4T07, and 4T1 TNBC cells, which were previously derived from the same primary tumor and characterized by diverse tumorigenic and metastatic capacities (Avgustinova et al, 2016). Specifically, when injected orthotopically, 67NR cells do not metastasize, 4T07 tumors seed micrometastases only in the lung, whereas 4T1 are overtly metastatic TNBC cells (Avgustinova et al, 2016). It has been previously reported that 4T1 cells are characterized by high metabolic flexibility, a trait that may correlate with their increasing aggressive ability (Simões et al, 2015). To identify whether the observed metabolic features were stochastic or rather supported by a general transcriptomic and metabolomic reprogramming, whole genome expression analysis was performed on tumor cells FACS-isolated from 4T1 and 67NR tumors. 

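Tumor cells of the 3 lines of the 4T1 series were profiled on Illumina mouse bead arrays, with 3 arrays each for 67NR, 4T07 and 4T1. For each tumor, 500000 cells were inoculated orthotopically into the mammary fat pad of female Ub-GFP Balb/c mice, whose own cells carry GFP, and tumors grew for 2 to 4 weeks to an average diameter of 10 mm. GFP-negative, CD45-negative cells were sorted, a gate meant to leave out host cells and leukocytes, and their total RNA was amplified and labeled with biotin. Whether each replicate came from a separate mouse, and the slide each RNA was hybridized on, are not given in the sources used here. The authors deposited the mean bead intensity of every probe, not normalized, with a detection p-value for each probe and array. Of the probes, 16025 to 16990 (median 16430) were detected at a detection p under 0.05 on the 67NR arrays, 16604 to 17282 (median 17142) on the 4T07 arrays and 17091 to 17566 (median 17472) on the 4T1 arrays. The median intensity was 102.6 to 124.4 for 67NR, 102.2 to 109.1 for 4T07 and 89.9 to 140.2 for 4T1. The authors also deposited log2 values of a part of the probes, which are quantile-normalized (all 9 columns hold the same set of values). The rule that chose those probes is not given in the sources used here, and a gene was named for 19281 of them. From the intensities, the background was corrected and the arrays were quantile-normalized with limma (neqc, offset 16, with the negative controls inferred from the detection p-values). Probes detected on at least 3 of the 9 arrays were kept, and each gene was represented by its brightest probe, which left 10021 genes. The lines were compared with limma's moderated test on all 9 arrays, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. Arrays of the same line correlated across genes at r of 0.983 or higher, 67NR and 4T1 arrays at 0.835 to 0.846, and genes are not independent replicates. The number of arrays, 3 for each line, limits the precision of every value.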

Subsequent Gene Set Enrichment Analysis (GSEA) confirmed that the HALLMARK_GLYCOLYSIS gene set (MSigDB M5937) was positively correlated (Normalized Enrichment Score, NES = 2.9; False Discovery Rate, FDR = 0.001, Fig. 1B) with the 4T1 transcriptome and surprisingly revealed a positive correlation with several gene sets related to fatty acid (FA) biosynthesis and lipid metabolism (Fig. 1B), indicating that enhanced glycolysis could also contribute to increased citrate production in the TCA cycle, thus promoting de novo lipid production and utilization.

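Of the 10021 genes tested, 2327 were higher and 2665 lower in the sorted cells of 4T1 tumors than in those of 67NR tumors (limma, adjusted p under 0.05). This balance turns with median centring (2524 higher and 2047 lower). Among them, glycolytic enzymes, hypoxia-response genes and the mitochondrial citrate carrier Slc25a1 were higher in 4T1, and Dgat2 and Mgll, enzymes of triglyceride storage and breakdown, were lower. The groups did not overlap for 5881 genes (58.7%), where chance gives 10%. Where a gene was detected on no array of a line, the fold is a lower bound, computed against the lowest signal among detected probes of those arrays or the probe's own signal if higher.
The hallmark glycolysis list used here holds 200 genes and was written from general knowledge of the hallmark set, not checked against MSigDB. Of its 147 measured genes, 55 were higher in 4T1, 28 were lower and 64 did not pass the test (57 higher and 28 lower when adjusted over the list alone). Its largest changes lay outside glycolysis itself. Nt5e, an ectonucleotidase, was at least 249-fold higher (adjusted p = 1.96e-11, limma), Il13ra1, a cytokine receptor chain, at least 54.7-fold higher (adjusted p = 3.03e-11) and the tight junction gene Cldn3 at least 38.8-fold higher (adjusted p = 3.39e-11). The sulfotransferase gene Chst1 was at least 74-fold lower (adjusted p = 1.2e-10). Of 17 measured genes of core glycolysis, 9 were higher and 1 was lower (9 higher and 2 lower when adjusted over the list alone). Aldoc, an aldolase, was at least 34.7-fold higher (adjusted p = 2.92e-10) and Eno2, an enolase, at least 14.6-fold higher (adjusted p = 1.88e-08). Pfkl, a phosphofructokinase, had a log2 fold change of 1.49 (standard error 0.25, adjusted p = 0.000426), and Pgk1, phosphoglycerate kinase, of 1.34 (standard error 0.18, adjusted p = 9.63e-05), although its other kept probe gave 0.12. Of 19 measured genes of the hypoxia response, 10 were higher and 2 lower, the same when adjusted over the list alone. Among them, the carbonic anhydrase gene Car9 had a log2 fold change of 5.16 (standard error 0.17, adjusted p = 3.51e-10). Pdk1, which restrains pyruvate entry into the TCA cycle, had 2.47 (standard error 0.26, adjusted p = 1.02e-05). Of the measured hallmark genes, 9 are also in the core glycolysis list and 8 in the hypoxia list, so the tests of these lists share values. By camera with a preset correlation of 0.01, the hallmark list (adjusted p = 0.00675), the core glycolysis list (adjusted p = 0.0216) and the hypoxia list (adjusted p = 0.00675) were shifted toward 4T1. None of these shifts holds with an estimated correlation (adjusted p = 0.0687, 0.414 and 0.464), and the core glycolysis shift is also lost without 67NR replicate 3 (adjusted p = 0.0554) and after median centring (adjusted p = 0.0754). The estimated correlation was 0.215 for core glycolysis and 0.466 for hypoxia, but only 0.002 for the hallmark list (camera p = 0.00501 before adjustment).
Of 20 measured genes of fatty acid synthesis, 9 were higher in 4T1 and 1 was lower (camera adjusted p = 0.129 for the list). Slc25a1, which exports citrate from mitochondria, had a normalized log2 intensity of 8.77 ± 0.15 (SD, n = 3 arrays) in 4T1 and 5.12 ± 0.14 (SD, n = 3) in 67NR, a log2 fold change of 3.65 (standard error 0.13, adjusted p = 9.43e-10, limma). That 67NR level lies near background, where Fasn had 5.05 and was detected on no 67NR array, so the size of the fold is uncertain. Acly, which splits citrate into acetyl-CoA, had a log2 fold change of 0.53 (standard error 0.15, adjusted p = 0.0114). Fasn was detected on 2 of the 3 4T1 arrays and on no 67NR array and did not pass the test (adjusted p = 0.315). In the TCA cycle list 5 of 21 measured genes were higher and 4 lower (camera adjusted p = 0.668), and citrate synthase, Cs, had a log2 fold change of -0.78 (standard error 0.17, adjusted p = 0.00306). The pentose phosphate list had 3 genes higher and 3 lower of 8 measured (camera adjusted p = 0.98). Of 13 acyl-CoA synthetases and fatty acid uptake genes, 8 were higher, including Acsl4 with a log2 fold change of 1.74 (standard error 0.22, adjusted p = 5.45e-05), and 3 were lower (camera adjusted p = 0.101). The desaturation list had 4 genes higher and 1 lower of 7 measured (camera adjusted p = 0.277), with Scd2 at a log2 fold change of 1.14 (adjusted p = 0.000979) and Scd1 at -1.27 (adjusted p = 0.000131). For cholesterol synthesis, 7 of 15 genes were higher and 2 lower (camera adjusted p = 0.173). Of 22 genes of lipid droplets and triglyceride turnover, 3 were higher and 11 lower (camera adjusted p = 0.129). Dgat2 had a log2 fold change of -2.49 (standard error 0.21, adjusted p = 1.67e-06), Mgll of -2.39 (standard error 0.16, adjusted p = 1.89e-07) and Plin2, which coats lipid droplets, of 0.66 (standard error 0.19, adjusted p = 0.0118). Mitochondrial fatty acid oxidation had 5 genes higher and 3 lower of 21 (camera adjusted p = 0.589), and the peroxisome list 9 higher and 6 lower of 29 (camera adjusted p = 0.229). When adjusted over the list alone, these counts are unchanged for fatty acid synthesis, the pentose phosphate list, fatty acid uptake, desaturation, cholesterol synthesis, lipid droplets and the peroxisome list, and are 5 and 3 for the TCA cycle and 4 and 3 for fatty acid oxidation. On the same arrays, 12 of 15 measured fibroblast and pericyte markers were lower in 4T1 than in 67NR and 1 was higher. Of 13 leukocyte markers 7 were lower and 3, all of MHC class II, higher (camera adjusted p = 0.589), and the hemoglobin gene Hba-a1 was detected on every 67NR array and no 4T1 array.

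**Figure D1:**
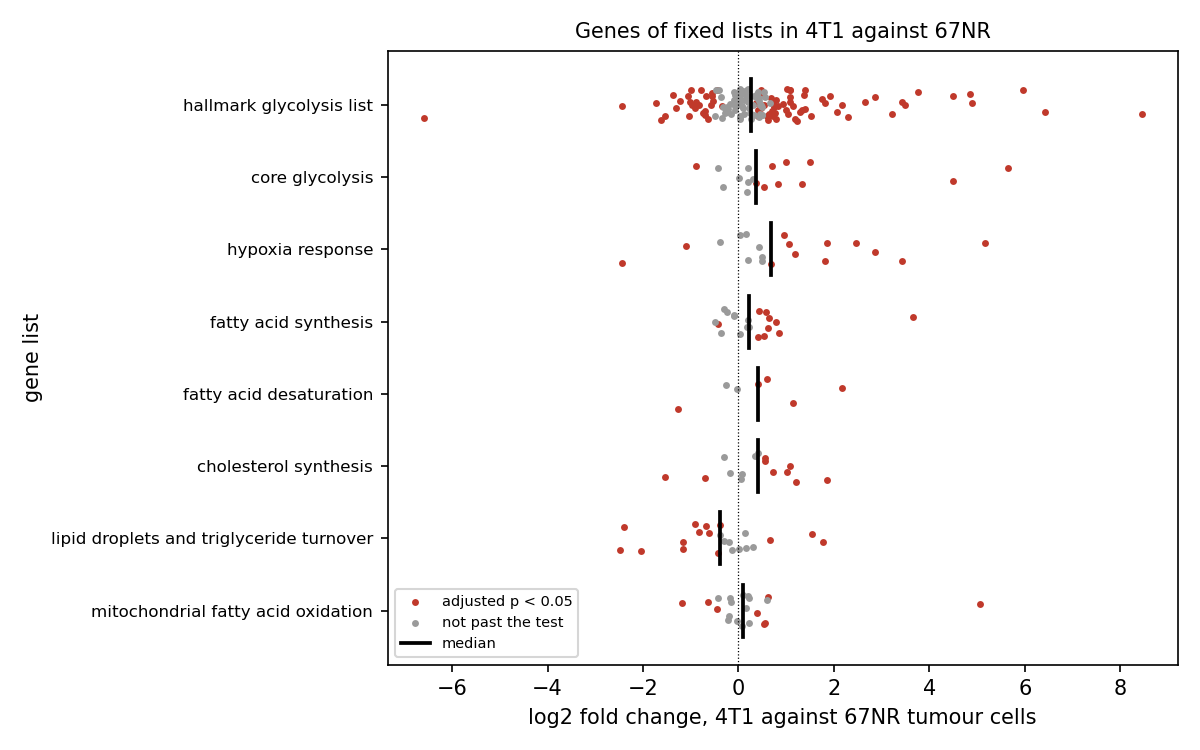
Log2 fold change (4T1 against 67NR, 3 arrays each) of each measured gene in the fixed lists, with 1 point for each gene, red where the limma adjusted p is under 0.05, and a black bar at the median of each list. In the core glycolysis list 9 of 17 genes are higher and 1 is lower, and in the lipid droplet list 3 of 22 are higher and 11 lower.

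From the correlation of the glycolysis set and of the fatty acid and lipid sets with the 4T1 transcriptome, the paper proposes that enhanced glycolysis could feed citrate production and so de novo lipid production and use.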

**Figure 1:**
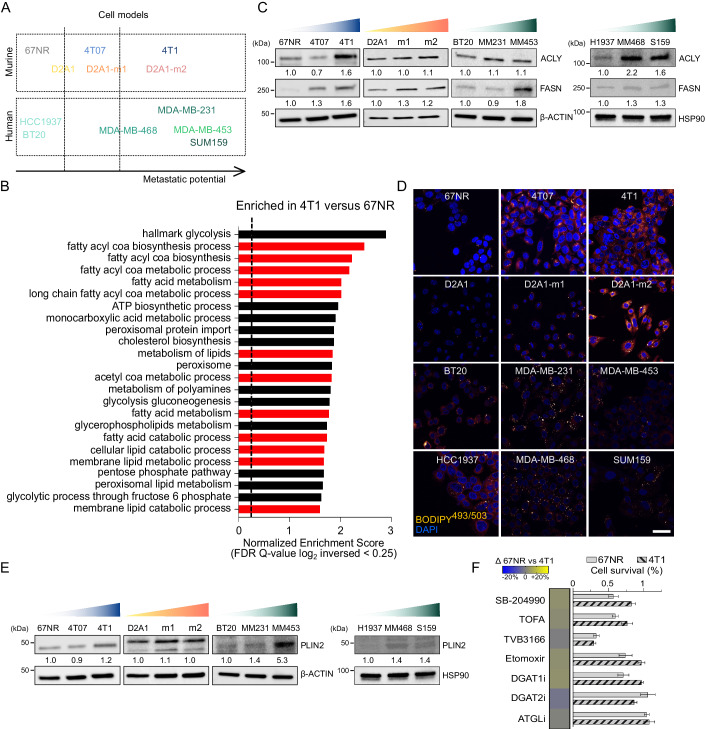
Altered lipid metabolism is a feature of aggressive TNBC cells. (**A**) Schematic representation of the metastatic potential of 4T1, D2A1, and human TNBC cellular models. 67NR, 4T07, and 4T1 cells (referred to as the 4T1 series) originated from a spontaneous mammary adenocarcinoma growing in a BALB/cfC3H mouse but have undergone different selection processes and exhibited distinctive aggressiveness and metastatic potential. Highly metastatic D2A1-m1 and D2A1-m2 cells have been selected from the weakly metastasizing murine-derived D2A1 cells by serial in vivo passaging. Human TNBC cell lines with different metastatic potentials have been employed. These cellular models are here represented subdivided into three main clusters: weakly, intermediate, and highly metastatic. (**B**) Gene Set Enrichment Analysis (GSEA) results of the top gene sets showed a positive association with the 4T1 versus 67NR gene expression profile (GSE236033). FDR, false discovery rate. (**C**) Total protein lysates from weakly to highly metastatic murine and human breast cancer cells were subjected to WB analysis with the antibodies indicated. (**D**) Murine and human TNBC cells were subjected to confocal analysis. Representative pictures of BODIPY^493/503^ stained cells are shown (orange/yellow: LD; blue: DAPI, nuclei; scale bar, 10 μm). (**E**) Murine and human breast cancer cells were analyzed by WB analysis using the antibodies described in the figure. The loading controls of the human cell lines (β-ACTIN) in Figs. 1C, E and 2A and (HSP90) in Figs. 1C and 2A are the same and derived from the same experiment (i.e., cell lysates) and blots were processed in parallel. (**F**) 67NR and 4T1 cells were treated with a series of drugs targeting lipogenic enzymes and subjected to cell viability assays. The heatmap showed that no drug exerts a differential effect between the two cell lines (*n* = 3 biological replicates in either single, duplicate, or technical triplicate). Data information: In F data are represented as mean ± SEM, two-way ANOVA, Bonferroni corrected. Source data are available online for this figure.

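In the ranking of the 10021 genes from 4T1 to 67NR by limma's moderated statistic, sets of Wnt signaling and the hallmark glycolysis list ranked toward 4T1 and sets of mitotic genes toward 67NR by gene permutation. Reactome's own Glycolysis set did not pass its threshold. Enrichment was computed with fgsea and 10000 gene permutations over 706 sets of 10 to 1000 measured genes, which are the mouse Reactome sets shipped with that package and the hallmark glycolysis list. At the FDR threshold of 0.25 on the axis of Fig. 1B, 7 sets were enriched toward 4T1 and 5 toward 67NR, and at an FDR under 0.05 none was, with 75 sets at an unadjusted p under 0.05. The hallmark glycolysis list had a normalized enrichment score (NES) of 1.71 (FDR = 0.0522 by gene permutation, 147 genes, 43 of them in the leading edge). Reactome's WNT ligand biogenesis and trafficking had an NES of 1.78 (FDR = 0.242), led by the ligand genes Wnt7a and Wnt7b and by Porcn, which acylates Wnt proteins. The other sets toward 4T1 were Signaling by Wnt with an NES of 1.65 (FDR = 0.0692), Interferon gamma signaling with 1.70 (FDR = 0.242), Class I MHC mediated antigen processing with 1.69 (FDR = 0.242), and Apoptosis and Programmed Cell Death with 1.59 each (FDR = 0.242). By camera over all sets with an estimated correlation, 0 Reactome sets toward 4T1 passed. The hallmark list did not pass either (adjusted p = 0.965, the same as for the WNT ligand set). Toward 67NR, Mitotic Prometaphase had an NES of -1.79 (FDR = 0.0522) and Biological oxidations of -1.76 (FDR = 0.0692).
Of the sets related to fatty acids and lipids, Fatty Acyl-CoA Biosynthesis came closest to the threshold, with an NES of 1.73 (FDR = 0.277), led by the acyl-CoA synthetase genes Acsl6 and Acsl4 and by Slc25a1. Cholesterol biosynthesis had an NES of 1.20 (FDR = 0.779), Peroxisomal lipid metabolism of 1.08 (FDR = 0.847) and Metabolism of lipids and lipoproteins of 0.90 (FDR = 0.998). Fatty acid, triacylglycerol, and ketone body metabolism had an NES of 1.38 (FDR = 0.464), Mitochondrial Fatty Acid Beta-Oxidation of 1.20 (FDR = 0.788) and Reactome's Glycolysis of 1.40 (FDR = 0.508). Metabolism of polyamines had an NES of 0.97 (FDR = 0.919), VEGFR2 mediated cell proliferation of 0.92 (FDR = 0.954) and Cellular response to hypoxia of 0.63 (FDR = 1). With the authors' deposited values Fatty Acyl-CoA Biosynthesis passed the threshold (NES 1.84, FDR = 0.117), and the number of sets toward 4T1 moves with the arrays and the processing, from 2 with median centring to 48 with the deposited values and 69 without 67NR replicate 1. WNT ligand biogenesis and trafficking missed the threshold without 67NR replicate 2 (FDR = 0.258), 67NR replicate 3 (FDR = 0.265) or 4T1 replicate 3 (FDR = 0.261), with median centring (FDR = 0.291) and with only the 2 lines fitted (FDR = 0.295).

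**Figure D2:**
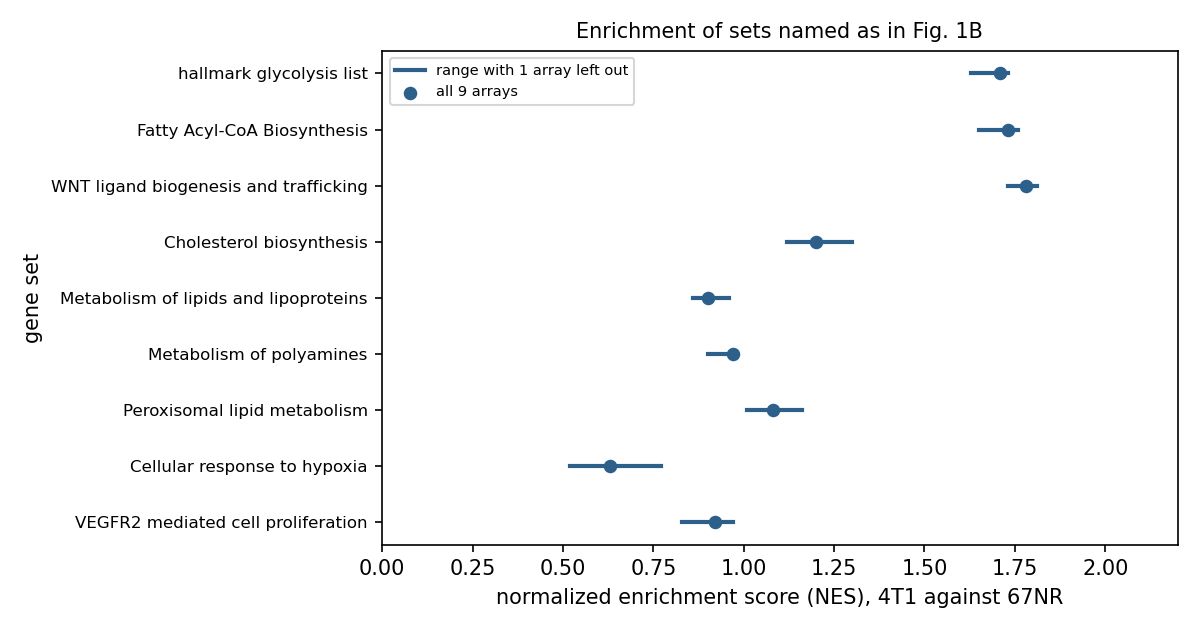
NES of the gene sets that share a name with a set of Fig. 1B, for 4T1 against 67NR, with a point for all 9 arrays and a line for the range when 1 array of either line is left out. The hallmark glycolysis list lies at 1.71 with a range of 1.63 to 1.73, and Metabolism of lipids and lipoproteins at 0.90 with a range of 0.86 to 0.96.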

Therefore, to functionally assess the cells’ ability to foster lipid biogenesis, we pulsed 67NR, 4T07, and 4T1 cells with ^14^C-Glucose and other potential citrate and/or acetyl-CoA precursors (i.e., ^14^C-Lactate, ^14^C-Acetate, and ^14^C-Glutamine) before recovering the radiolabeled lipid fraction. 4T07 and 4T1 cell lines showed a significant increase in lipid biogenesis, irrespective of the carbon donor used, when compared to 67NR cells (Fig. EV1A). However, within the metastatic cell lines, 4T1 cells exhibited a superior capacity of fueling lipogenesis through lactate and acetate, whereas 4T07 cells predominantly utilized glutamine. Accordingly, qRT-PCR and western blot (WB) analyses revealed increased expression levels of the key lipogenic enzymes ATP Citrate Lyase (ACLY) in 4T1 cells and Fatty Acid Synthase (FASN) in both 4T07 and 4T1 cells when compared to 67NR cells (Figs. 1C and EV1B). To exclude that the observed metabolic phenotype was cell line specific, we validated the findings in two isogeneic spontaneously metastatic sublines, D2A1-m1 and D2A1-m2, generated from the poorly metastasizing murine-derived D2A1 cell line by serial in vivo passaging (Jungwirth et al, 2018). D2A1 metastatic cells showed increased ACLY and FASN expression both at mRNA and protein levels when compared to parental cells (Figs. 1C and EV1C). Importantly, we observed a comparable pattern (Fig. 1C) across a panel of six human TNBC cell lines that have been reported to exhibit a diverse tropism for secondary sites (Fig. 1A). Specifically, BT20 and HCC1937 cells can disseminate to distant sites without substantial proliferation and expansion, while the metastatic potential is evident in MDA-MB-231, MDA-MB-468, and SUM159 cells. Among these, MDA-MB-231 cell line represents the prototype of highly metastatic and penetrant TNBC cells, as reported in previous studies (Jin et al, 2020). This confirmation in human models reinforces the observations made in murine models. Since it has been reported that the luminal androgen receptor (LAR) TNBC subtype is characterized by enriched FA metabolism and lipogenic phenotype (Yang et al, 2023), we also validated our initial findings in the human MDA-MB-453 LAR metastatic cell line (Fig. 1A,C).

**Figure EV1:**

Details of altered lipid metabolism in aggressive TNBC cells, related to Fig. 1. (**A**) 67NR, 4T07, and 4T1 breast cancer cells were cultured ON in a medium containing ^14^C-U-(uniformly) radioactively labeled glucose, lactate, acetate, or glutamine. Lipids were extracted and the radioactive signal was measured to monitor the amount of each metabolite that is incorporated into lipids, as described in the Materials and Methods section. Each value was normalized on protein content (*n* = 3 biological replicates in either single, duplicate, triplicate or more than three technical replicates). The 67NR cell line was used as comparator in the statistical analysis. (**B**, **C**) Murine 4T1 (**B**) and D2A1 (**C**) breast cancer cell series were analyzed by quantitative real-time polymerase chain reaction (qRT-PCR) analysis using the assays described in the figure. Fold relative enrichment is shown using the non-metastatic cells as comparator (*n* = 3 biological replicates in either single or technical duplicate). The 67NR or the D2A1 cells were used as comparator in the statistical analysis. (**D**) The 4T1, D2A1, and human TNBC cells were subjected to cytofluorimetric analysis. FACS analysis of the mean fluorescence intensity (MFI) of the populations positive for BODIPY^493/503^ was reported (*n* = 3 biological replicates in either single or technical triplicate). The non-metastatic cells were used as comparators in the statistical analysis. (**E**) Murine 4T1 and D2A1 series were analyzed by qRT-PCR analysis using the assay described in the figures. Fold relative enrichment is shown using the 67NR or the D2A1 cells as comparator (*n* = 3 biological replicates in either single or technical duplicate). The 67NR or the D2A1 cells were used as comparator in the statistical analysis. (**F**, **G**) Seahorse XFe96 Mito Stress Test was performed on 4T1 cell line series treated with 2 μM UK5099 (mitochondrial pyruvate carrier, MPC, inhibitor), 3 μM BPTES (glutaminase 1, GLS-1, inhibitor), or 4 μM Etomoxir (CPT1A inhibitor) for 30 min in the presence of standard condition (full medium), and oxygen consumption rate (OCR) was calculated in real-time after the administration of the ATP synthase inhibitor oligomycin, the proton uncoupler carbonyl cyanide p-triflouromethoxyphenylhydrazone (FCCP), and the respiratory complex I inhibitor rotenone together with the respiratory complex III inhibitor antimycin A (Rot/AA) (**F**). Basal and maximal respiration was calculated as described in the Materials and Methods section and normalized on protein content (**G**) (*n* = 3 biological replicates in either single, duplicate, triplicate, or more than three technical replicates). The untreated (NT) condition was used as comparator in the statistical analysis. (**H**) Murine TNBC cells were treated with 40 μM of Etomoxir for 30 min. After detachment, cells were subjected to high-resolution respirometry analysis by the Oroboros-O2K instrument. Left: Representative graphs of cell respirometry analysis in the control (up) and treatment (down) conditions. The blue curve represents the oxygen concentration, whereas the red slope shows the oxygen consumption before and after the serial injections of oligomycin (O), uncoupler CCCP (C), and Antimycin A (A). Right: Bar chart graph of basal oxygen consumption (Routine), proton leak (Leak), and maximal oxygen consumption (**E**) values subtracted from residual oxygen consumption (ROX) in control and Etomoxir treated cells (*n* = 3 biological replicates). Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey’s correction (**A**, **G**) or Dunnett’s correction (**B**–**E**), two-way ANOVA followed Bonferroni’s correction (**F**) or Tukey’s correction (**H**). Source data are available online for this figure.

This enhanced ability to sustain lipogenesis was paralleled by an increased lipid accumulation in form of lipid droplets (LD) content in the more aggressive 4T07, 4T1, D2A1-m2, MDA-MB-468, MDA-MB-231, and SUM159 cells as visualized by confocal microscopy (Fig. 1D) and/or flow cytometry (Fig. EV1D) analyses using the fluorescent neutral lipid dye BODIPY^493/503^. LD increased accumulation was also supported by increased levels of protein and mRNA expression of Perilipin 2 (PLIN2), a key protein responsible for LD stability and formation (Figs. 1E and EV1E).

Although maintaining a high rate of de novo FA synthesis concomitantly to lipid breakdown (i.e., fatty acid β-oxidation, FAO) could be biochemically and energetically unproductive, it has been reported that this apparently futile metabolic loop can occur in breast cancer cells that survive tumor regression (Havas et al, 2017). To investigate the nutrient contribution to the oxidative metabolism of TNBC cells, we real-time measured the oxygen consumption rate (OCR) in 67NR, 4T07, and 4T1 cells using Seahorse analysis (Fig. EV1F,G). Mitochondrial Stress Test was performed either in the presence of a mitochondrial pyruvate carrier inhibitor (UK5099), of a glutaminase inhibitor (BPTES), or by blocking lipid entry into the mitochondria using the carnitine palmitoyltransferase 1A (CPT1A) inhibitor etomoxir. This approach allows for dissecting the oxidative contribution of glucose-derived pyruvate, glutamine, and FA, respectively. Although UK5099 had the maximal OCR inhibition in the three cell lines (i.e., glucose dependency, Fig. EV1F), etomoxir significantly and selectively impaired basal and maximal respiration in both 4T07 and 4T1 cells (Fig. EV1G), a dependence that was validated in 4T1 cells using the Oroboros oxygraph-2K high-resolution respirometer (Fig. EV1H), indicating that the catabolic contribution of lipids is higher in the more aggressive models.

To identify potential metabolic vulnerabilities associated with the lipid metabolic reprogramming displayed by the more aggressive TNBC cells, we comparatively assessed the changes in cell viability induced in 67NR and 4T1 cells exposed to agents that target lipid-related metabolic pathways. Unexpectedly, targeting ACLY (SB-204990), Acetyl-CoA Carboxylase 1 (ACC1, TOFA), FASN (TVB3166), FAO (etomoxir), LD biogenesis (Diacylglycerol Acyltransferase 1 and 2, DGAT1 and DGAT2, inhibitors) or lipid mobilization from LD (Adipose Triglyceride Lipase, ATGL, inhibitor, ATGListatin) showed no significant difference between 67NR and 4T1 cells (Fig. 1F).

### Aberrant lipid metabolism sensitizes aggressive TNBC cells to ferroptosis

Based on this evidence, we hypothesized that the lipid metabolism of the more aggressive cells does not impact the total amount of intracellular lipids but rather their composition and complexity, a proxy of desaturase activity. Indeed, the production of MUFA is catalyzed by SCD, whereas FADS are responsible for subsequent double bond insertion and PUFA formation (Peck and Schulze, 2016). Western blot analysis revealed increased expression levels of either SCD1 or SCD2 together with FADS1 and FADS2 in the 4T07 and 4T1 cells (Fig. 2A). A similar trend was observed for FADS1 and FADS2 protein or mRNA level in D2A1 and human metastatic models, although the expression levels of SCD1 and SCD2 in human cell lines exhibited a heterogenous pattern (Figs. 2A and EV2A). The clinical relevance of these findings was validated retrospectively in a cohort of TNBC. TNBC-bearing patients were dichotomized based on higher and lower mRNA expression of both *FADS1* and *FADS2* (i.e., FADS1/2^high^ and FADS1/2^low^ expressing patients). High expression of both desaturases correlates with reduced relapse-free survival (RFS, hazard ratio [HR] = 1.4, log-rank *P* = 0.04, *n* = 534, Fig. 2B) and overall survival (OS, HR = 2.89, log-rank *P* = 0.026, *n* = 126, Fig. 2B) in TNBC patients. In line with the characterization of the in vitro metastatic TNBC models, we also found that high expression of *ACSL4* (HR = 1.59, log-rank *P* = 0.096, *n* = 181; Fig. EV2B), involved in the conversion of FA to their active form acyl-CoA, and *PLIN2* (HR = 1.73, log-rank *P* = 0.00032, *n* = 534; HR = 1.85, log-rank *P* = 0.00076, *n* = 404, Fig. EV2B), a proxy of LD content, correlates with impaired RFS and distant metastasis free survival (DMFS) in TNBC patients.

**Figure 2:**
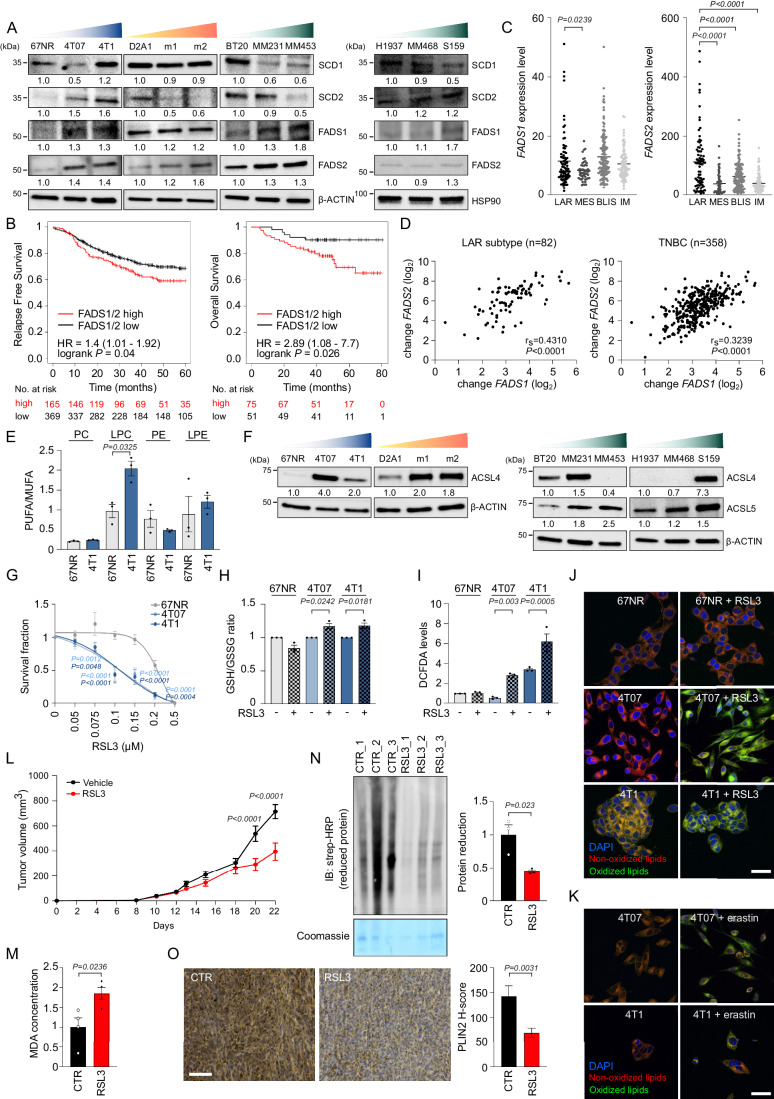
FADS1 and FADS2 identify aggressive TNBC sensitive to ferroptosis induction. (**A**) Murine and human breast cancer cells, ordered from left to right according to their metastatic potential, were analyzed by WB analysis using the antibodies described in the figure. The loading controls of the human cell lines (β-ACTIN and HSP90) in Figs. 1C, E and 2A are the same and derived from the same experiment (i.e., cell lysates) and blots were processed in parallel. (**B**) Kaplan–Meier analysis of RFS and OS of a curated cohort of TNBC patients divided into high and low *FADS1/FADS2* expressing using the best cutoff as described in the Materials and Methods section. HR and log-rank Mantel-Cox *P* values are shown. (**C**) *FADS1* and *FADS2* expression levels were analyzed in the different TNBC subtypes from the FUSCCTNBC cohort (*n* = 82 LAR, *n* = 51 MES, *n* = 138 BLIS, *n* = 87 IM). The LAR subtype was used as comparator in the statistical analysis. (**D**) Correlation analysis between the expression levels of *FADS1* and *FADS2* both in the LAR subtype (left) and in the whole cohort of TNBC of the FUSCCTNBC cohort (right). R_s_ and log-rank Mantel-Cox *P* values are shown. (**E**) The ratio of PUFA/MUFA in 4T1 and 67NR cells for PC, LPC, PE, and LPE lipid classes was calculated as described in the Methods section (*n* = 3 biological replicates, see Dataset EV1). 67NR cells were used as comparator in the statistical analysis. (**F**) TNBC cells were analyzed by WB analysis using the antibodies described in the figure. (**G**) 24-h dose-response curve of RSL3 showed a differential effect between 67NR, 4T07, and 4T1 cells (*n* = 3 biological replicates). 67NR were used as comparator in the statistical analysis. (**H**) The GSH/GSSG concentration ratio was measured in 4T1 series’ cells treated with 0.1 μM RSL3 for 24 h (*n* = 3 biological replicates). The untreated condition was used as comparator for each cell line in the statistical analysis. (**I**) Intracellular ROS levels were measured by DCFDA in 4T1 series’ cells treated with 0.1 μM RSL3 for 24 h (*n* = 3 biological replicates). The untreated condition was used as comparator for each cell line in the statistical analysis. (**J**, **K**) Lipid peroxidation levels were evaluated by measuring the fluorescence intensity of BODIPY^581/591^-C11 using confocal microscopy in murine 4T1 series’ cells exposed to 1 μM RSL3 (**J**) or 5 μM erastin (**K**) for 2 h. Representative confocal images are shown. (Oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm). (**L**) In vivo response to RSL3 treatment in BALB/c mice (*n* = 4–6 mice/group). (**M**) Lipid peroxidation was evaluated by measuring the MDA intracellular accumulation in vehicle- and RSL3-treated tumors (*n* = 4 mice/group). (**N**) Total protein lysates from vehicle- and RSL3-treated tumors were analyzed by WB analysis using the antibody described in the figure. Relative quantification is shown using vehicle-treated tumors as comparator (*n* = 3 mice/group). (**O**) Representative 20× images of PLIN2 immunohistochemistry (IHC) staining and relative quantification (PLIN2 H-score) of four different areas derived from vehicle- and RSL3-treated 4T1 tumor specimens (scale bar, 200 μm). Relative quantification is shown using vehicle-treated tumors as comparator (*n* = 5 mice/group). Data information: In (**C**, **E**, **G**–**I**, **L**–**O**), data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction (**C**) or Tukey’s correction (**E**, **I**), two-way ANOVA followed by Tukey’s correction (**H**) or Bonferroni’s correction (**G**, **L**), Two-tailed unpaired-sample Student *t*-test (**M**–**O**). Source data are available online for this figure.

**Figure EV2:**

Details of FADS1 and FADS2 expression in aggressive TNBC and their susceptibility to ferroptosis induction, related to Fig. 2. (**A**) D2A1 cell line series were analyzed by qRT-PCR analysis using the assays described in the figure. Fold relative enrichment is shown using the D2A1 cells as comparator (*n* = 3 biological replicates in either single or technical duplicate). The D2A1 cells were used as comparator in the statistical analysis. (**B**) Kaplan–Meier analysis of RFS and DMFS of a curated cohort of TNBC patients divided into high and low for *ACSL4* or *PLIN2* expression as described in the Materials and Methods section. HR and log-rank Mantel-Cox *P* values are shown. (**C**) TNBC metastatic 4T07 and 4T1 cells were treated with 10 μM FADS2i (SC-26196), FADS1/2i (CP-24879), or SCD1i (CAY10566) for 24 h and subjected to cell viability assay (*n* = 3 biological replicates). (**D**) Intracellular ROS levels were measured by CellROX and DCFDA staining while mitochondrial ROS levels by MitoSOX in TNBC 4T1 series’ cells (*n* = 3 biological replicates in either single or technical duplicate). The 67NR cell line was used as comparator in the statistical analysis. (**E**) Murine TNBC cells were analyzed by qRT-PCR analysis using the assay described in the figure (*n* = 3 biological replicates in either single, duplicate, or technical triplicate). Fold relative enrichment and statistical analysis are shown using the non-metastatic (67NR or D2A1) cells as comparator. (**F**, **G**) 24-h dose-response curve of RSL3 (**F**) and erastin (**G**) showed a differential effect between less aggressive and metastatic cells of the D2A1 or 4T1 series (*n* = 3 biological replicates). Statistics is shown using the non-metastatic (67NR or D2A1) cells as comparator. (**H**) Weight of BALB/c mice exposed for 15 days to 40 mg/kg RSL3 (*n* = 4–6 mice/group). Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction (**A**, **C**, **E**) or Tukey’s correction (**D**), two-way ANOVA followed by Bonferroni’s correction (**F**–**H**). Source data are available online for this figure.

In addition, by accessing the transcriptomic profile of the FUSCCTNBC cohort (Jiang et al, 2019) which comprises 465 TNBC patients (with RNA-seq data available for 360 of them), we investigated the contribution of *FADS1* and *FADS2* in the different TNBC subtypes. Notably, *FADS1* is expressed at higher levels in LAR and basal-like immunosuppressed (BLIS) subtypes when compared to mesenchymal (MES) and immunomodulatory (IM), whereas *FADS2* is present at the highest levels in LAR subtype when compared to all the other TNBC subtypes, thus confirming that the LAR subtype is characterized by overall higher *FADS* expression levels (Fig. 2C). Importantly, there was a positive correlation between the expression levels of *FADS1* and *FADS2* both in the whole cohort of TNBC and particularly in the LAR subtype (Fig. 2D). Together, these findings demonstrate that FADS1/2 expression has a prognostic value in TNBC patients.

However, unexpectedly, the administration of either SC-26196, a selective FADS2 inhibitor, CP-24879, a FADS1/FADS2 dual inhibitor, or CAY10566, a SCD1 inhibitor, at concentrations able to inhibit the desaturases activity and not be per se antioxidant (Lee et al, 2020), did not affect cell survival of 4T07 and 4T1 cells (Fig. EV2C).

Therefore, we postulated that impacting the availability of PUFA could be a metabolic vulnerability when aggressive cells are exposed to a secondary hit. Indeed, it is established that peroxidation of PUFA drives ferroptosis (Yang et al, 2016) and that MUFA have a ferroptosis-protective effect by suppressing lipid reactive oxygen species (ROS) accumulation at the plasma membrane (Magtanong et al, 2019). Accordingly, it is reported that FADS expression and activity determine ferroptosis sensitivity in gastric and ovarian cancer (Lee et al, 2020; Xuan et al, 2022), whereas those of SCD sustain ferroptosis resistance in breast cancer (Luis et al, 2021), reinforcing the idea that PUFA intracellular availability is necessary for ferroptosis execution. In mammalian membranes, PUFA within the phospholipids are mainly phosphatidylcholine (PC) and phosphatidylethanolamine (PE) (van der Veen et al, 2017). Total lipids extracted from 4T1 and 67NR cells were subjected to mass spectrometry analysis [nano-liquid chromatography-electrospray ionization-tandem mass spectrometry (nLC-MS/MS)] (Cattaneo et al, 2021). Lipids composition analysis (Dataset EV1) identified the PUFA/MUFA ratio of PC derivatives lysophosphatidylcholine (LPC) to be significantly higher in the 4T1 cells than in 67NR, and a similar trend was also observed for lysophosphatidylethanolamine (LPE) (Fig. 2E), a trait that suggests the 4T1 cells as potentially susceptible to ferroptosis-inducing insults. Notably, 4T07 and 4T1 cells showed higher cytosolic and/or mitochondrial ROS basal content compared to 67NR cells, as revealed by different redox-sensitive probes (Fig. EV2D), a trait that could be related to their enhanced maximal oxygen consumption rate (i.e., mitochondrial oxidative phosphorylation, Fig. EV1F–H). ACSL4 is crucial for PUFA-mediated ferroptosis execution, and its protein and/or mRNA expression levels are higher in the more aggressive murine and human cells and in TNBC patients with poorer prognosis (Figs. 2F and EV2B,E). To note, ACSL5 has recently emerged as a novel ferroptosis-related gene (Zhang et al, 2023) and could represent a possible substitute in cells that do not express ACSL4 (i.e., MDA-MB-453 and MDA-MB-468, Fig. 2F). Therefore, this molecular, metabolic, and redox cellular asset could render the more aggressive TNBC cells highly susceptible to ferroptosis induction. We, therefore, subjected the 4T1 series (Fig. 2G) and the D2A1 series (Fig. EV2F) to increasing doses of the ferroptosis inducer RSL3 (RAS-selective lethal), which inhibits the Glutathione Peroxidase 4, GPX4 (Yang et al, 2014). To exclude a restricted RSL3-mediated effect, the 4T1 and D2A1 series were also exposed to increasing doses of erastin (Fig. EV2G), a ferroptosis inducer that inhibits the cystine/glutamate antiporter (system XC^−^) known to provide cystine (i.e., the oxidized form of cysteine) required for glutathione synthesis (Dixon et al, 2012). Both RSL3 and erastin reduced cell survival in the more aggressive cells in a dose-dependent manner, whereas the less aggressive 67NR and D2A1 were much more resistant to ferroptosis induction (Figs. 2G and EV2F,G).

Since ROS production and subsequent lipid peroxidation are both hallmarks of ferroptosis, we evaluated upon RSL3 and/or erastin treatment (i) the ratio of reduced and oxidized glutathione levels (GSH/GSSG, Fig. 2H), (ii) ROS content using DCFDA probe (Fig. 2I) and (iii) lipid peroxidation using the fluorescent lipid peroxidation-sensitive dye BODIPY^581/591^-C11 by confocal analyses (Fig. 2J,K) in the 4T1 series. Altered GSH/GSSG proportion and increased ROS content were observed in the 4T07 and 4T1 cells whereas no effects were observed in 67NR cells (Fig. 2H,I). Although BODIPY^581/591^-C11 should be immediately oxidized after ferroptosis induction, this did not occur in 67NR exposed to RSL3. Conversely, a strong increase in the oxidized form of BODIPY^581/591^-C11 was observed in the more aggressive cells exposed to RSL3 and erastin (Fig. 2J,K). Timing (2 h) and dosing (1 μM for RSL3 and 5 μM for erastin) were chosen not to induce cell death in cell lines.

To assess whether this metabolic vulnerability could be exploited in vivo, we used the syngeneic 4T1 model. 4T1 cells were subcutaneously injected in BALB/c mice where they formed palpable tumors after 7 days. Mice were then randomized and treated with RSL3 for 2 weeks. RSL3 significantly reduced tumor growth (Fig. 2L) without showing severe toxicity (Fig. EV2H). The ferroptosis execution in the RSL3-treated 4T1 model was confirmed by ex vivo analyses of the tumor-derived specimens that revealed increased levels of the final product of PUFA peroxidation malondialdehyde (MDA) in RSL3-treated when compared to vehicle-treated 4T1 tumors (Fig. 2M). Moreover, RSL3-treated 4T1 tumors showed reduced levels of total protein reduction, a trait that indicates the accumulation of oxidatively damaged proteins (Fig. 2N). Finally, IHC analysis of RSL3-treated 4T1 tumors showed reduced levels of LD content, as monitored by lower PLIN2 H-score expression (Fig. 2O, Bacci et al, 2024), hence reinforcing the interaction between deregulated lipid metabolism and ferroptosis susceptibility in metastatic TNBC.

To functionally confirm that aggressive TNBC cells undergo ferroptosis, we exposed the ferroptosis-sensitive 4T1, 4T07, D2A1-m1, and D2A1-m2 cells to RSL3 or erastin together with either the radical-trapping antioxidant ferrostatin-1 (Fer-1), the iron chelator agent deferoxamine (DFOM) or an ACSL4 inhibitor (ACSL4i, Fig. 3A). All these ferroptosis-preventing approaches were sufficient to abrogate the cell death induced by both RSL3 (Fig. 3B–D) and erastin (Fig. EV3A,B) in metastatic murine cell lines while the less aggressive models were resistant to these agents (Appendix Fig. S1A–D).

**Figure 3:**
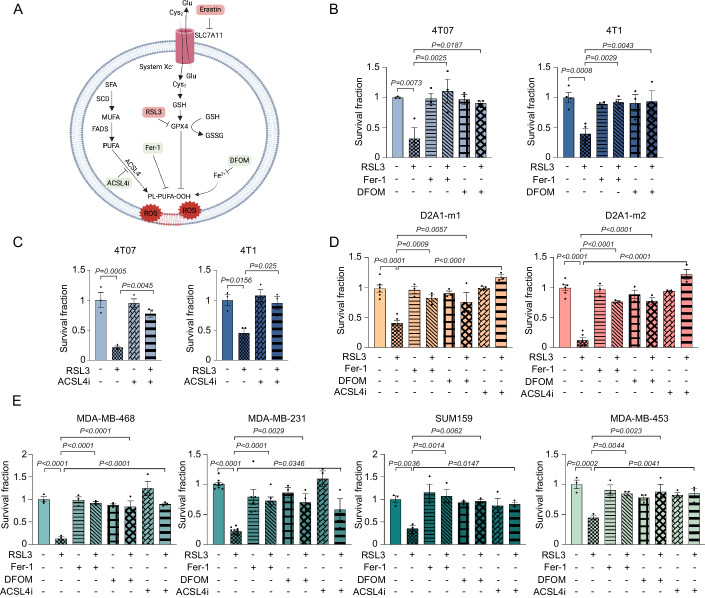
Ferrostatin-1, Deferoxamine, and ACSL4 inhibition prevent RSL3-induced cell death in TNBC cells. (**A**) Schematic representation of ferroptosis execution. Glu: glutamate, Cys2: cystine. (**B**–**D**) 4T07, 4T1, D2A1-m1, and D2A1-m2 cells were pre-treated with 15 μM Fer-1 (**B**, **D**), 5 μM DFOM (**B**, **D**), or 10 μM ACSL4 inhibitor (ACSL4i, **C**, **D**) for 4 h, and then exposed overnight (ON, 16 h) to 0.1 μM (4T07 and 4T1) or 0.25 μM (D2A1-m1 and D2A1-m2) RSL3. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates in either single or technical duplicate). The RSL3-treated cells were used as comparator in the statistical analysis. (**E**) Human metastatic MDA-MB-468, MDA-MB-231, SUM159, and MDA-MB-453 cells were pre-treated with 15 μM Fer-1, 5 μM DFOM, or 10 μM ACSL4i for 4 h, and then administrated ON with 0.25 μM RSL3. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates in either single, duplicate or technical triplicate). The RSL3-treated cells were used as comparator in the statistical analysis. Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction (**B**, **D**, **E**) or Tukey’s correction (**C**). Source data are available online for this figure.

**Figure EV3:**

Details of Ferrostatin-1, Deferoxamine, and ACSL4 inhibition ability to prevent RSL3-induced cell death in TNBC cells, related to Fig. 3. (**A**–**C**) Metastatic 4T07 and 4T1 (**A**), D2A1-m1 and D2A1-m2 (**B**), MDA-MB-468 and MDA-MB-231 (**C**) cells were pre-treated with 15 μM Fer-1, 5 μM DFOM, or 10 μM ACSL4i for 4 h and then exposed ON to 0.5 μM erastin. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates in either single, duplicate, or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA, Dunnett corrected. Source data are available online for this figure.

To substantiate these observations, the analyses were expanded to include human TNBC models. Interestingly, the metastatic cells MDA-MB-468, MDA-MB-231, SUM159, and MDA-MB-453 showed increased susceptibility to cell death induced by RSL3 and/or erastin. Administration of Fer-1, DFOM, and ACSL4i effectively prevented the cell death-induced process (Figs. 3E and EV3C), hence confirming that human TNBC metastatic cells are ferroptosis-sensitive whereas no effect was reported in the less aggressive TNBC cells (i.e., BT20 and HCC1937, Appendix Fig. S1E–H).

### Targeting FADS1/2 prevents ferroptosis induction in aggressive TNBC

To demonstrate whether FADS1 and FADS2 have a role in the ferroptotic cell death in TNBC, we first exposed the ferroptosis-sensitive cells to SC-26196 (FADS2 inhibitor) and CP-24879 (FADS1/FADS2 dual inhibitor). The inhibition of FADS1 and FADS2 prevented the RSL3- (Fig. 4A–C) and the erastin- (Fig. EV4A–C) induced cell death in both aggressive murine and human TNBC cells. Conversely, the inhibition of SCD1 (using CAY10566) was not sufficient to prevent ferroptosis (Figs. 4A–C and EV4A–C). Confocal and flow-cytometry analyses of the oxidized form of BODIPY^581/591^-C11 confirmed the prevention of lipid peroxidation exerted by FADS inhibition in RSL3- and erastin-treated 4T07 and 4T1 (Figs. 4D,E and EV4D), D2A1-m1 and D2A1-m2 (Figs. 4F and EV4E). Similarly, RSL3 and erastin rapidly elicited a strong increase in the peroxidation levels of MDA-MB-468, MDA-MB-231, SUM159, and MDA-MB-453 cells while both SC-26196 and CP-24879 prevented the drug-induced accumulation of toxic lipid peroxides (Figs. 4G,H and EV4F,G). Conversely, the less aggressive murine (67NR and D2A1) and human (BT20 and HCC1937) cellular models demonstrated a lack of responsiveness to both ferroptosis induction and FADS1/2 inhibition (Appendix Fig. S2A–H).

**Figure 4:**
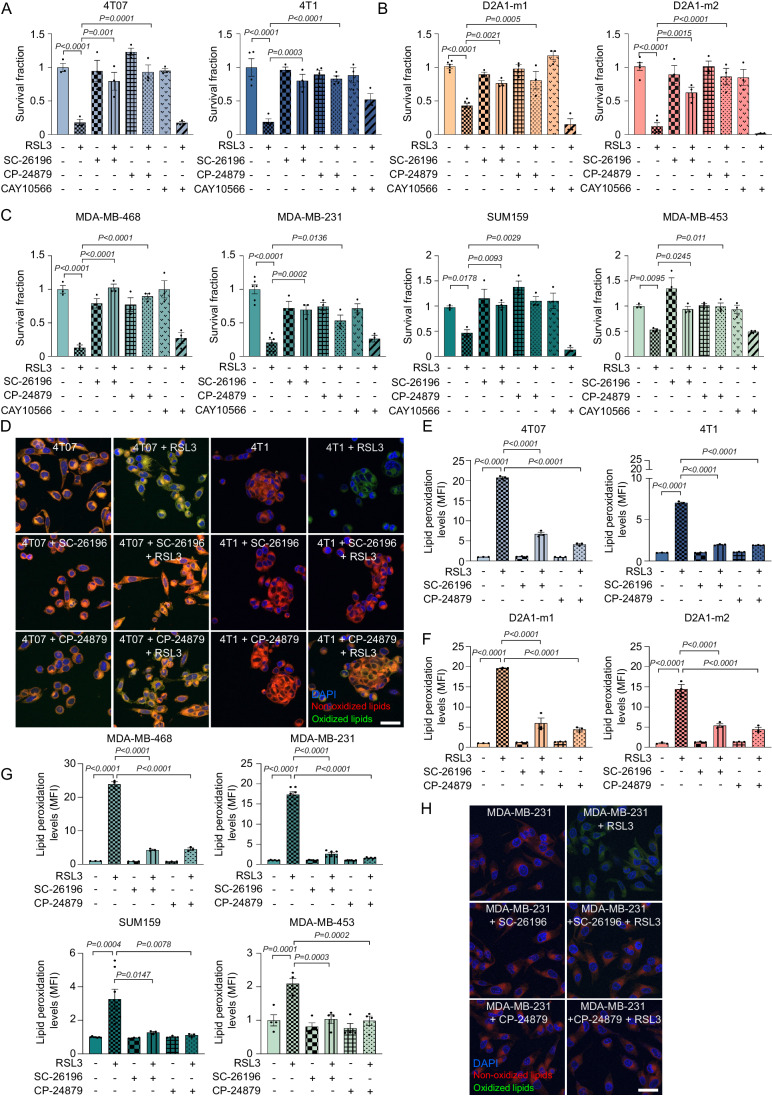
Targeting FADS1/2 prevents ferroptosis induction in aggressive TNBC. (**A**–**C**) TNBC metastatic murine 4T07 and 4T1 (**A**), D2A1-m1 and D2A1-m2 (**B**), and human MDA-MB-468, MDA-MB-231, SUM159, and MDA-MB-453 (**C**) cells were pre-treated with 10 μM FADS2 inhibitor (FADS2i, SC-26196), FADS1/2 inhibitor (FADS1/2i, CP-24879), and SCD1 inhibitor (SCD1i, CAY10566) for 4 h, exposed ON to 0.1 μM (4T1 series) or 0.25 μM (D2A1 series and human TNBC cells) RSL3, and subjected to cell viability assay (*n* = 3 biological replicates in either single or technical duplicate). The RSL3-treated cells were used as comparator in the statistical analysis. (**D**, **E**) 4T07 and 4T1 cells were pre-treated with 10 μM FADS2i or FADS1/2i for 4 h, exposed to 1 μM RSL3 for 2 h, and subjected to confocal analysis (**D**) and cytofluorimetric analysis (**E**) to measure lipid peroxidation. Representative pictures of BODIPY^581/591^-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm) (*n* = 3 biological replicates). The RSL3-treated cells were used as comparator in the statistical analysis. (**F**, **G**) Metastatic D2A1 (**F**) and human (**G**) TNBC cells were pre-treated with 10 μM FADS2i or FADS1/2i for 4 h, treated for 2 h with 1 μM RSL3, and subjected to cytofluorimetric analysis to measure lipid peroxidation (*n* = 3 biological replicates in either single, duplicate or technical triplicate). The RSL3-treated cells were used as comparator in the statistical analysis. (**H**) Highly metastatic MDA-MB-231 cells were pre-treated with 10 μM FADS2i or FADS1/2i for 4 h, treated for 2 h with 1 μM RSL3, and subjected to confocal analysis to measure lipid peroxidation. Representative pictures of BODIPY^581/591^-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm). Data information: In (**A**–**C**, **E**–**G**), data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction. Source data are available online for this figure.

**Figure EV4:**
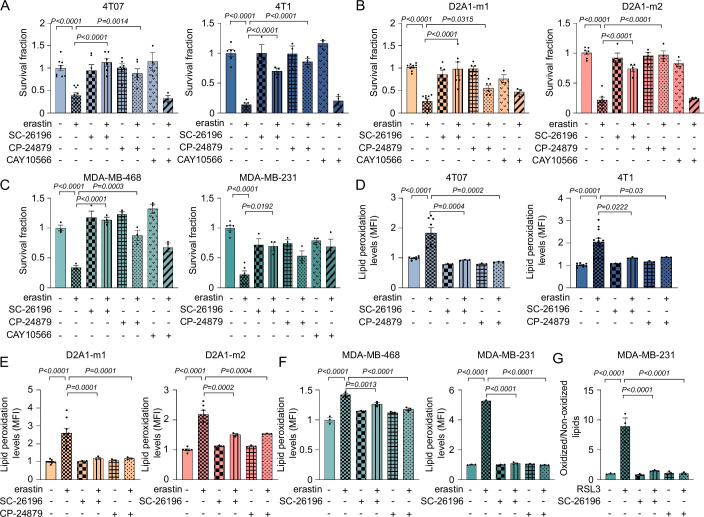
Details of the ability of FADS1/2 targeting in preventing ferroptosis induction in aggressive TNBC, related to Fig. 4. (**A**–**C**) TNBC metastatic 4T07 and 4T1 (**A**), D2A1-m1 and D2A1-m2 (**B**), human MDA-MB-468 and MDA-MB-231 (**C**) cells were pre-treated with 10 μM FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 h, exposed ON to 0.5 μM erastin, and subjected to cell viability assay (*n* = 3 biological replicates in either single, duplicate or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. (**D**–**F**) TNBC metastatic 4T07 and 4T1 (**D**), D2A1-m1 and D2A1-m2 (**E**), human MDA-MB-468 and MDA-MB-231 (**F**) cells were pre-treated with 10 μM FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 h, exposed for 2 h to 5 μM erastin, and subjected to cytofluorimetric analysis to measure lipid peroxidation (*n* = 3 biological replicates in either single, duplicate or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. (**G**) Highly metastatic MDA-MB-231 cells were pre-treated with 10 μM FADS2i or FADS1/2i for 4 h, exposed for 2 h to 1 μM RSL3, and subjected to confocal analysis to measure lipid peroxidation. Relative quantification is shown (*n* = 3 biological replicates). The RSL3-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction (**A**–**F**) or Tukey’s correction (**G**). Source data are available online for this figure.

Moreover, since a recent study reported that anti-estrogen therapy sensitizes estrogen receptor-positive (ER+) breast cancer to ferroptosis (Liang et al, 2023), we explored whether endocrine therapy could induce ferroptosis by a mechanism involving FADS1/2 axis. Importantly, we showed that endocrine therapy (i.e., tamoxifen, TMX, fulvestrant, FULV, and estrogen deprivation, -E2) sensitized ER + MCF7 and T47D cells to RSL3 while targeting FADS1/2 was not sufficient to avoid ferroptosis (Appendix Fig. S3A,B). Accordingly, when compared to a TNBC cell line (i.e., MDA-MB-453), MCF7 and T47D cells displayed lower levels of FADS1 and/or FADS2 (Appendix Fig. S3C), that were not affected by the administration of endocrine therapies (Appendix Fig. S3D).

Since no selective FADS1 inhibitors are available and CP-24879 is a FADS1/FADS2 dual inhibitor, we silenced FADS1 and FADS2 in murine 4T1 and human MDA-MB-231 cells using 4 individual siRNAs pooled in 2 different combinations. As expected, FADS1 and FADS2 silencing in 4T1 (Fig. EV5A) and MDA-MB-231 cells (Fig. EV5E) prevented RSL3-induced ferroptosis cell death (Fig. EV5B,F) and lipid peroxidation analyzed by both confocal (Fig. EV5C,G) and FACS analyses (Fig. EV5D,H).

**Figure EV5:**
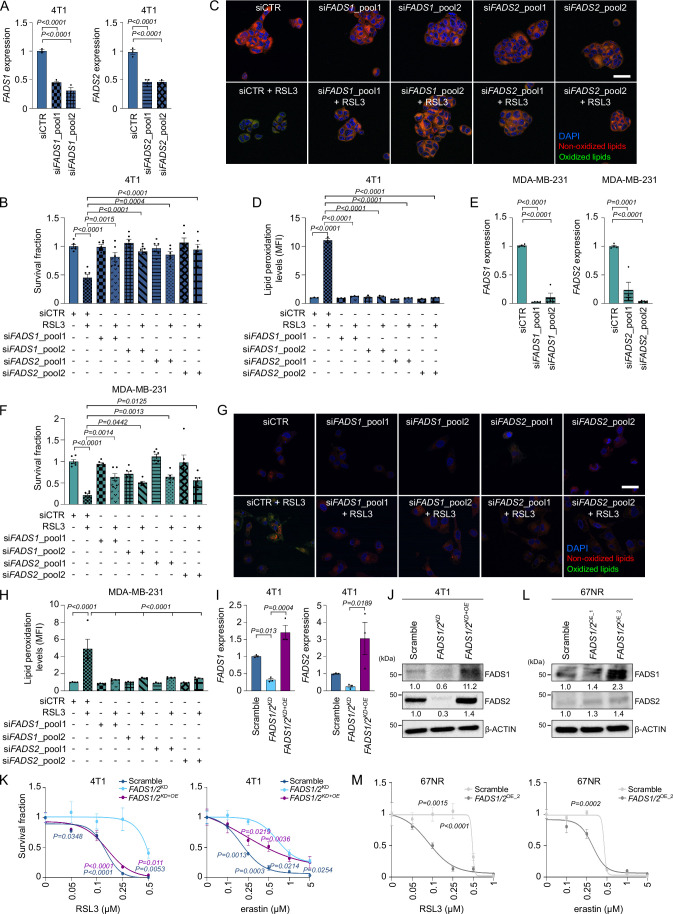
Details of FADS1/2 knockdown effect on lipidomic profile of TNBC cells and their susceptibility to ferroptosis induction, related to Fig. 5. (**A**–**D**) 4T1 cells transfected with non-targeting small interfering RNA (siCTR) or 2 different combination pools of 4 individual siRNA for FADS1 (siFADS1_pool1 and pool2) and FADS2 (siFADS2_pool1 and pool2) and assessed by qRT-PCR (**A**) were treated ON with 0.1 μM RSL3 (**B**) or 2 h with 1 μM RSL3 (**C**, **D**) and assayed for cell survival (**B**), confocal analysis (**C**), and cytofluorimetric analysis (**D**) to measure lipid peroxidation. Representative pictures of BODIPY^581/591^-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm) (*n* = 3 biological replicates in either single or technical duplicate). siCTR transfected cells (**A**) and siCTR transfected cells treated with RSL3 (**B**, **D**) were used as comparator in the statistical analysis. (**E**–**H**) MDA-MB-231 cells transfected with siCTR or 2 different combination pools of 4 individual siRNA for FADS1 (siFADS1_pool1 and pool2) and FADS2 (siFADS2_pool1 and pool2) and assessed by qRT-PCR (**E**) were treated ON with 0.25 μM RSL3 (**F**) or 2 h with 1 μM RSL3 (**G**, **H**) and assayed for cell survival (**F**), confocal analysis (**G**), and cytofluorimetric analysis (**H**) to measure lipid peroxidation. Representative pictures of BODIPY^581/591^-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm) (*n* = 3 biological replicates in either single or technical duplicate). siCTR transfected cells (**E**) and siCTR transfected cells treated with RSL3 (**F**, **H**) were used as comparator in the statistical analysis. (**I**–**K**) Stable *FADS1/FADS2* double knockdown transfected 4T1 cells (FADS1/2^KD^ 4T1) and the corresponding cells with the ectopic re-introduction of FADS1 and FADS2 (FADS1/2^KD^^+^^OE^ 4T1), whose FADS1/2 expression was assessed using qRT-PCR and WB analyses (**I**, **J**), were exposed to increasing concentrations of RSL3 or erastin in a dose-response curve assay (**K**) (*n* = 3 biological replicates). The FADS1/2^KD^ condition was used as comparator in the statistical analysis. (**L**, **M**) 67NR cells over-expressing both FADS1 and FADS2, FADS1/2^OE^, (**L**) were grown for 24 h in the presence of increasing doses of RSL3 and erastin (**M**) before assaying cell viability (*n* = 3 biological replicates). Data information: In (**A**, **B**, **D**–**F**, **H**, **I**, **K**, **M**) data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction (**A**, **B**, **D**–**F**, **H**, **I**) or two-way ANOVA followed by Bonferroni’s correction (**K**, **M**). Source data are available online for this figure.

Moreover, to strengthen the role of FADS1/2 and validate the on-target effects of the FADS1/2 inhibitors and the FADS1 and FADS2 transient silencing, we performed a PiggyBac transposon-mediated transfer. This approach allowed the simultaneous introduction of 3 shRNA targeting FADS1 and 3 shRNA targeting FADS2 in 4T1 cells and the generation of stable *FADS1/FADS2* double knockdown transfected cells (FADS1/2^KD^ 4T1, Fig. EV5I,J). To validate whether FADS1/2 have a crucial role in lipid intracellular homeostasis and metabolism, we subjected FADS1/2^KD^ 4T1 and Scramble 4T1 cells to lipid extraction and subsequent nLC-MS/MS (Cattaneo et al, 2021). Lipidomic analysis identified 1003 lipid entities (Dataset EV2); of these 193 were over-represented and 52 under-represented in the FADS1/2^KD^ 4T1 cells when compared to Scramble 4T1 cells (FDR < 0.05; adj. t-test; *P* < 0.05, fold-change = 2, Fig. 5A, Dataset EV2). Partial Least Square Discriminant Analysis (PLS-DA) of the identified entities showed a clear separation of the FADS1/2^KD^ and Scramble 4T1 cells using the first two principal components with 58.2% and 17.8% of explained variance (Fig. 5B). Significantly, FADS1/2^KD^ 4T1 cells exhibited a significant elevation in MUFA levels and a reduction in PUFA with double bonds ranging from 2 to 4 (Fig. 5C). Consequently, this alteration led to the decrease of the intracellular PUFA/MUFA ratio in the FADS1/2^KD^ 4T1 cells (Fig. 5D). Functionally, FADS1/2^KD^ 4T1 cells exhibited reduced sensitivity to ferroptosis induction upon exposure to concentrations of RSL3 and erastin that otherwise elicited cell death in FADS1/2 proficient cells, as validated by a dose-response analysis of the drugs (Fig. EV5K). Ectopic re-introduction of FADS1 and FADS2 in the FADS1/2^KD^ 4T1 cells, by PiggyBac transposon-mediated transfer (FADS1/2^KD^^+^^OE^) (Fig. EV5I,J), restored RSL3 and erastin sensitivity (Fig. EV5K). Similarly, the PiggyBac-mediated introduction of FADS1 and FADS2 in 67NR (Fig. EV5L) sensitized the non-metastatic 67NR cells to ferroptosis (Fig. EV5M).

**Figure 5:**
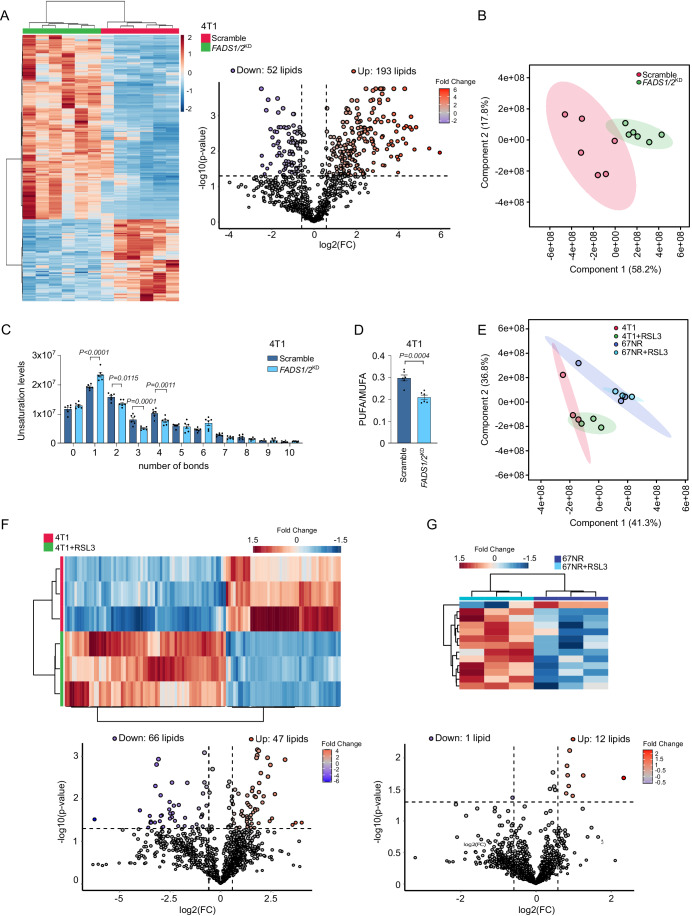
Both FADS1/2 knockdown and RSL3 administration alter the lipidomic profile of TNBC cells sensitive to ferroptosis induction. (**A**) Unsupervised hierarchical clustering and heatmap of the significantly and differentially expressed lipid entities in FADS1/2^KD^ 4T1 cells compared to Scramble 4T1 cells (left). The data were represented as volcano plot (right), highlighting the upregulated (red) and downregulated (blue) lipid species (fold change threshold of 1.5 and FDR < 0.05). (**B**) PLS-DA of the lipidomic profile of FADS1/2^KD^ and Scramble 4T1 cells. (**C**) Unsaturation levels in FADS1/2^KD^ and Scramble 4T1 cells (*n* = 3, in technical duplicates). (**D**) Ratio of PUFA/MUFA in FADS1/2^KD^ and Scramble 4T1 cells (*n* = 3, in technical duplicates). (**E**) PLS-DA of the lipidomic profile of 67NR and 4T1 cells with and without 1 μM RSL3 for 2 h. (**F**) Unsupervised hierarchical clustering and heatmap of the significantly and differentially expressed lipid entities in 4T1 cells exposed to 1 μM RSL3 for 2 h (top). The data were represented as volcano plot (bottom), highlighting the upregulated (red) and downregulated (blue) lipid species (fold change threshold of 1.5 and *p*-value < 0.05). (**G**) Unsupervised hierarchical clustering and heatmap of the significantly and differentially expressed lipid entities in 67NR cells exposed to 1 μM RSL3 for 2 h (top). The data were represented as volcano plot (bottom), highlighting the upregulated (red) and downregulated (blue) lipid species (fold change threshold of 1.5 and *p*-value < 0.05). Data information: In (**C**, **D**), data are presented as mean ± SEM. Statistical analysis was performed using two-tailed unpaired-sample Student *t*-test (**A**, **F**, **G**) with FDR-adjusted analysis in (**A**), two-way ANOVA followed by Šidák’s correction (**C**), or two-tailed unpaired-sample Student *t*-test (**D**). Source data are available online for this figure.

### Ferroptosis induction alters the lipidomic profile of sensitive TNBC cells but not that of the resistant cells

To explore the potential alterations in the intracellular lipid composition induced by ferroptosis execution in sensitive and resistant cells, we subjected 67NR (resistant) and 4T1 (sensitive) cells, either untreated or exposed to a short-acute RSL3 treatment, to lipid extraction and subsequent lipidomic analysis (Cattaneo et al, 2021). PLS-DA of 1209 unambiguously identified lipids showed a clear separation between 4T1 cells and 4T1 exposed to RSL3 (Fig. 5E, Dataset EV1). Conversely, 67NR exposed or not to RSL3 did not cluster apart in the PLS-DA, suggesting very few potential differences in their lipidomic profile (Fig. 5E). Indeed, the analysis of lipid entities differentially expressed (adj. t-test; *P* < 0.05, fold-change = 1.5) upon RSL3 exposure identified 47 over-represented and 66 under-represented lipids in the 4T1 cells treated with RSL3 compared to untreated cells (Fig. 5F), whereas only 1 and 12 entities were over and under-represented in the 67NR pair (Fig. 5G), suggesting that RSL3 was neither able to induce cell death in the 67NR nor impact on their lipidomic profile.

### Exogenous FA supplementation alters ferroptosis execution in TNBC cells

In line with the major role of PUFA availability in sustaining ferroptosis execution in TNBC cells, we exposed the ferroptosis-resistant murine 67NR cells to exogenous FA supplementation. Adrenic acid (C22:4; *all-cis*-7,10,13,16-docosatetraenoic acid), erucic acid (C22:1; *cis*-13-docosenoic acid), and palmitoleic acid (C16:1; *cis*-9-hexadecenoic acid) were individually added to 67NR cell medium either alone or concomitantly to RSL3. In line with the hypothesis, the administration of the PUFA C22:4 sensitized 67NR to RSL3 exposure, as revealed by increased cell death (Fig. 6A) and lipid peroxidation (Fig. 6B). Conversely, MUFA (C22:1 and C16:1) administration did not sensitize 67NR to RSL3. Notably, the supplementation of the PUFA C22:4 enhanced RSL3- and erastin-induced cell death in the more aggressive 4T07, 4T1, and MDA-MB-231 cells while that of the MUFA 22:1 exerted a defensive role (Fig. 6C–F). These results reinforce the concept that PUFA availability is essential for ferroptosis execution, whereas MUFA could exert a protective role therefore indicating that PUFA/MUFA ratio alteration guides ferroptosis susceptibility in TNBC cells.

**Figure 6:**
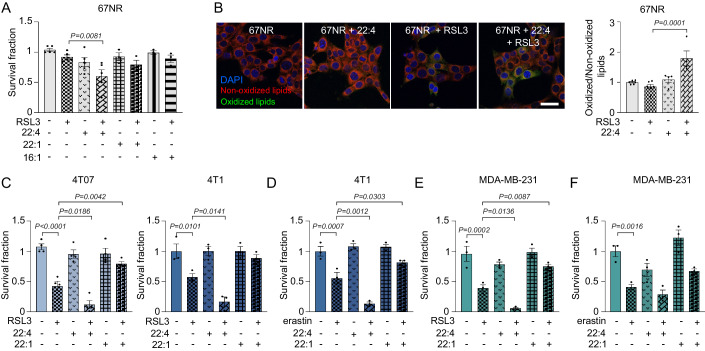
Exogenous FA supplementation alters ferroptosis susceptibility in TNBC cells. (**A**) The non-metastatic 67NR cells were pre-treated with 10 μM C22:4, 10 μM C22:1, or 5 μM C16:1 for 4 h and then exposed ON to 0.1 μM RSL3. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates in either single or technical duplicate). The RSL3-treated condition was used as comparator in the statistical analysis. (**B**) 67NR cells were pre-treated with 10 μM C22:4 for 4 h, then exposed for 2 h to 1 μM RSL3 and subjected to confocal analysis to measure lipid peroxidation. Representative pictures of BODIPY^581/591^-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μm). Quantification of BODIPY^581/591^-C11 spots was reported (*n* = 3 biological replicates in either single or technical duplicate). The RSL3-treated condition was used as comparator in the statistical analysis. (**C**, **D**) TNBC aggressive 4T07 (**C**) and 4T1 (**C**, **D**) cells were pre-treated with 10 μM C22:4 or C22:1 for 4 h, exposed ON to 0.1 μM RSL3 (**C**) or 0.5 μM erastin (**D**) and subjected to cell viability assay (*n* = 3 biological replicates in either single or technical duplicate). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. (**E**, **F**) Human TNBC metastatic MDA-MB-231 cells were pre-treated with 10 μM C22:4 or C22:1 for 4 h, treated ON with 0.25 μM RSL3 (**E**) or 0.5 μM erastin (**F**), and subjected to cell viability assay (*n* = 3 biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett’s correction. Source data are available online for this figure.

### Targeting LD biogenesis potentiates the effect of RSL3 in TNBC cells

LD have a crucial role in tumor progression and are involved in ferroptosis protection (Danielli et al, 2023). Particularly, storing PUFA into LD reduces the availability of double bonds for peroxidation (Dierge et al, 2021). Since 4T1 cells showed higher LD content (Figs. 1D and EV1D) and higher FADS1/2 expression (Fig. 2A), we monitored LD content upon FADS1/2 inhibition. Interestingly, SC-26196 and CP-24879 administration reduced LD content, assessed using BODIPY^493/503^ (Fig. 7A), suggesting that the increased LD content of 4T1 cells could be partially due to their ability to synthesize PUFA. Crucially, RSL3 administration resulted in a significant and rapid increase in the LD content of the more aggressive models (i.e., 4T07, 4T1, and MDA-MB-231), revealed by confocal (Fig. 7B) and/or cytofluorimetric analysis (Fig. 7C), suggesting a potential scavenging mechanism exploited by the cells in an attempt to resist the ferroptosis-promoting insult. Conversely, no change was observed in the RSL3 insensitive 67NR (Fig. 7B, C). Although 4T07, 4T1, and MDA-MB-231 cells were already sensitive to RSL3 and erastin, impairing LD biogenesis using the DGAT1 and DGAT2 inhibitors suppressed the buffering capacity of LD and potentiated the cell death mediated effect induced by RSL3 or erastin (Fig. 7D,E), particularly in the more aggressive 4T1 and MDA-MB-231 cells. To note, in MDA-MB-231 only DGAT2 potentiated the erastin-mediated cell death (Fig. 7E), while in 4T07 cells a modest increase in RSL3 induced cell death was observed only when co-administrated with DGAT1 inhibitor but not with the DGAT2 inhibitor (Fig. 7D). Collectively, these data propose a novel synthetic lethality therapeutic approach that could be further investigated in those ferroptosis-resistant cells that are characterized by increased LD content (Fig. 7F).

**Figure 7:**
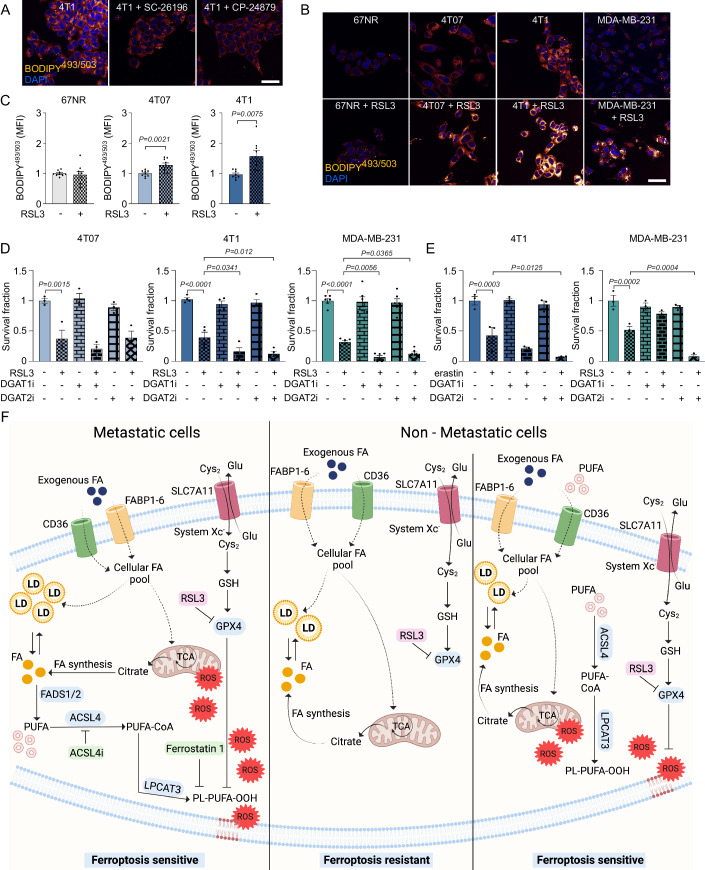
Targeting LD biogenesis potentiates the RSL3-mediated cell death in TNBC cells. (**A**) 4T1 cells treated for 24 h with 10 μM FADS2i or 10 μM FADS1/2i were subjected to BODIPY^493/503^ staining by confocal microscopy. Representative images are shown (orange/yellow: LD; blue: DAPI, nuclei; scale bar, 10 μm). (**B**, **C**) TNBC murine 4T1 series’ cells and human MDA-MB-231 cells treated with 1 μM RSL3 for 30 min were subjected to confocal (**B**) or cytofluorimetric (**C**) analyses. Representative pictures of BODIPY^493/503^ stained cells are shown (orange/yellow: LD; blue: DAPI, nuclei; scale bar, 10 μm) (*n* = 3 biological replicates in either single, duplicate, or technical triplicate). (**D**) 4T07, 4T1, and MDA-MB-231 metastatic cells were pre-treated with 10 μM DGAT1i or DGAT2i for 4 h and then exposed ON to 0.1 μM (4T07 and 4T1) or 0.25 μM (MDA-MB-231) RSL3. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates in either single or technical duplicate). The RSL3-treated condition was used as comparator in the statistical analysis. (**E**) 4T1 and MDA-MB-231 metastatic cells were pre-treated with 10 μM DGAT1i or DGAT2i for 4 h and then exposed ON to 0.5 μM erastin. After 24 h cells were subjected to cell viability assay (*n* = 3 biological replicates). The erastin-treated condition was used as comparator in the statistical analysis. Data information: In (**C**–**E**), data are presented as mean ± SEM. Statistical analysis was performed using two-tailed unpaired-sample Student *t*-test (**C**), one-way ANOVA followed by Dunnett’s correction (**D**, **E**). (**F**) Proposed mechanism of ferroptosis susceptibility in TNBC and the underlying metabolic crosstalk between lipid upload, usage, and metabolism and the ROS-detoxifying system. Source data are available online for this figure.

## Discussion

This study identifies a novel lipid metabolic reprogramming as a potential metabolic vulnerability that can be exploited in a subset of aggressive TNBC. Indeed, we have shown that TNBC characterized by increased FADS1/2 expression are susceptible to ferroptosis-inducing agents. This is crucial in addressing a biological and clinical need as it may allow stratifying patients that could benefit from a tailored approach in a subset of breast cancers in which therapy remains a challenge.

A recent integrated multi-omics analysis of a large cohort of TNBC reported heterogeneous phenotypes in ferroptosis-related metabolites and metabolic pathways (Yang et al, 2023). Particularly, the LAR TNBC subtype is characterized by ROS accumulation, increased levels of oxidized phosphatidylethanolamines, and deregulation of glutathione metabolism, which render LAR TNBC sensitive to GPX4 inhibitors (Yang et al, 2023). Although the authors reported increased levels of intracellular PUFA in ferroptosis-sensitive LAR TNBC, they did not prove that this was due to increased PUFA biosynthesis (i.e., FADS1/2 activity). However, in other cancer types, the increased expression levels and subsequent activity of the enzymatic asset involved in the formation of long and unsaturated FA is a major determinant of ferroptosis sensitivity. Lee et al reported that mesenchymal-type gastric cancers, but not those of the intestinal subtype, are sensitive to the GPX4 inhibitors RSL3 and ML-210 (Lee et al, 2020). An in-depth metabolic and metabolomic profiling of this ferroptosis-sensitive subset revealed increased intracellular levels of PUFA, particularly PE-linked arachidonic acid and adrenic acid, which are synthesized in cancers with high expression levels of the ELOVL5 (elongation of very long chain fatty acids protein 5) and FADS1 (Lee et al, 2020). Moreover, Xuan et al reported increased levels and activity of SCD1 and FADS2 in metastatic ovarian cancers (Xuan et al, 2022).

However, the intracellular levels of oxidable PUFA in ferroptosis-sensitive cells are also dependent on extracellular availability and exposure to exogenous FA, since it is established that altering the intracellular relative composition between MUFA and PUFA by exogenous FA supplementation is essential for ferroptosis execution (Magtanong et al, 2019). Indeed, Ubellacker et al showed an anti-ferroptosis effect of oleic acid supplementation in melanoma (Ubellacker et al, 2020) and Dierge et al showed that cancer cells can undergo ferroptosis in an acidic environment when supplemented with PUFA but not with oleic acid (Dierge et al, 2021). Mechanistically, the authors showed that preventing LD formation upon PUFA supplementation did not protect cancer cells from the enhanced uptake of PUFA and subsequent lipid peroxidation, particularly of those PUFA incorporated into the plasma membrane. In line with these reports, we herein demonstrated that PUFA administration sensitized the less aggressive TNBC cells to ferroptosis and potentiated the effects of the ferroptosis-inducing agents in the aggressive models, whereas MUFA supplementation had the opposite effects. Consistent with these findings, reintroducing FADS1/2 into metastatic TNBC cells, previously subjected to FADS1/2 downregulation, effectively reinstated the cellular phenotype and susceptibility to ferroptosis. Given the lipidomic analysis indicating elevated levels of MUFA and reduced levels of PUFA in FADS1/2 knockdown cells, it is reasonable to suggest that the outcomes following FADS1/2 reinsertion may be dependent on the alteration of the PUFA/MUFA ratio.

The importance of the crosstalk between LD and ferroptosis susceptibility emerged also in our study (Fig. 7F). Indeed, when aggressive TNBC cells are exposed to ferroptosis-inducing agents, they immediately activate a “defensive” mechanism involving a rapid LD formation. However, our data showed that aggressive TNBC cells are characterized by high basal levels of LD, a feature that is paralleled by increased ROS levels and lipid biosynthesis. It is reasonable to postulate that, although LD turnover can be activated in these cells, it is not sufficient to buffer the deleterious effects induced by RSL3 that concomitantly influence lipid availability and redox homeostasis. An important aspect that was not addressed by our study is why increasing desaturase expression might be advantageous for aggressive TNBC.

Several mechanisms may underlie the observed association between increased PUFA levels and enhanced invasive potential in our cancer models. Firstly, an enrichment of PUFA within the plasma membrane could directly facilitate cancer cell movement. Indeed, it has been demonstrated that enhanced PUFA content promotes membrane fluidity, potentially increasing the efficiency of cellular protrusions and migration (Harayama and Antonny, 2023). This phenomenon might be relevant to the invasive behavior observed in our models. Secondly, the observed PUFA increase could be linked to the production of pro-tumorigenic eicosanoids. Eicosanoids are a class of bioactive signaling lipids derived from arachidonic acid, a PUFA itself. Seminal studies have established the crucial role of eicosanoids in promoting tumor growth and progression through various signaling pathways (Koundouros et al, 2020; Wang and Dubois, 2010). Finally, elevated PUFA levels, regardless of their source (i.e., dietary intake or produced by cancer cells themselves), could contribute to the establishment of a pro-inflammatory tumor microenvironment. This inflammatory *milieu* is well-documented to promote tumor initiation and progression (Marion-Letellier et al, 2015; Vriens et al, 2019).

In conclusion, our data show that lipid metabolism can reveal metabolic vulnerabilities within a subset of breast cancers that lack prognostic markers and selective therapeutic strategies. Importantly, many preclinical studies have proposed to target lipid metabolism, but the clinical translation has been so far challenging and ineffective. Ferroptosis-inducing agents have been proposed in different tumor contexts although so far this approach has been tested in preclinical models. However, dietary approaches that influence iron availability (Delesderrier et al, 2023) and selenocysteine synthesis (Chen et al, 2013), two major players involved in ferroptosis execution, could have a more rapid therapeutic translation and, therefore, identifying those TNBC patients that are ferroptosis sensitive (or resistant) may be of clinical relevance. Finally, since FA supplementation alters cancer ferroptosis sensitivity, dietary approaches will be essential for potentiating the efficacy of a pro-ferroptosis approach not only in ferroptosis-sensitive tumors but also in those that are intrinsically resistant. In addition, since ferroptosis execution is immunogenic (Yang et al, 2023), ferroptosis-promoting agents can be investigated prospectively not only as monotherapy but in combination with immunotherapy or other anti-tumoral drugs (Minami et al, 2023). Impacting on the cancer desaturase activity (whether expressed by the cancer cells or by other tumor-associated stromal cells) could therefore change the FA composition of the tumor microenvironment and influence the success of the ferroptosis-inducing approach.

## Methods

### Cell cultures and reagents

Human (BT20, HCC1937, MDA-MB-231, MDA-MB-468, MDA-MB-453, SUM159) and murine (67NR, 4T07, 4T1, D2A1, D2A1-m1, D2A1-m2) female breast cancer cells were obtained from Prof. Clare Isacke (ICR, London, UK) and maintained at 37 °C/5% CO_2_ in phenol red Dulbecco’s Modified Eagle’s Medium (DMEM, Euroclone #ECB7501L) supplemented with 10% Fetal Bovine Serum (FBS, Euroclone #ECS0180L), 2 mmol/L glutaMAX (Gibco #35050-061), and 1% penicillin/streptomycin (Sigma #P4333). Cells were short tandem repeat tested, amplified, stocked, routinely subjected to mycoplasma testing, and once thawed were kept in culture for a maximum of 3-4 weeks. SB-204990 (i.e., ACLY inhibitor, (3R,5S)-rel-5-[6-(2,4-dichlorophenyl)-hexyl]-tetrahydro-3-hydroxy-2-oxo-3-furanacetic acid, #HY-16450), RSL3 ((1S,3R)-2-(2-chloroacetyl)-2,3,4,9-tetrahydro-1-[4-(methoxycarbonyl)phenyl]-1H-pyrido[3,4-b]indole-3-carboxylic acid, methyl ester, #HY-100218A), erastin (2-[1-[4-[2-(4-chlorophenoxy)acetyl]-1-piperazinyl]ethyl]-3-(2-ethoxyphenyl)-4(3H)-quinazolinone, #HY-15763), A922500 (i.e., DGAT1 inhibitor, DGAT1i, (1R,2R)-2-[[4’-[[Phenylamino)carbonyl]amino] [1,1’-biphenyl]-4-yl]carbonyl]cyclopentanecarboxylic acid, #252801), PF-06424439 (i.e., DGAT2 inhibitor, DGAT2i, [(3R)-1-[2-[1-(4-chloro-1H-pyrazol-1-yl)cyclopropyl]-3H-imidazo[4,5-b]pyridin-5-yl]-3-piperidinyl]-1-pyrrolidinyl-methanone, monomethanesulfonate, #PZ0233), CP-24879 (i.e., FADS1/2 inhibitor, 4-(3-methylbutoxy)-benzenamine, monohydrochloride, #C9115), and ATGListatin (i.e., ATGL inhibitor, N’-[4’-(dimethylamino)[1,1’-biphenyl]-3-yl]-N,N-dimethyl-urea, #HY-15859) were purchased from MedChemExpress, dissolved in DMSO and used at the indicated concentrations as described in the Figure Legends. TVB3166 (i.e., FASN inhibitor, 4-{1-[5-(4,5-dimethyl-2H-pyrazol-3-yl)-2,4-dimethyl-benzoyl]-azetidin-3-yl}-benzonitrile, #SML1694), SC-26196 (i.e., FADS2 inhibitor, α,α-Diphenyl-4-[(3-pyridinylmethylene)amino]-1-piperazinepentanenitrile, #PZ0176), CAY10566 (i.e., SCD1 inhibitor, 2R-[[4’-[[(phenylamino)carbonyl]amino][1R,1’-biphenyl]-4-yl-carbonyl]-cyclopentanecarboxylic acid, #SML2980), etomoxir (i.e., FAO inhibitor, 2-[6-(4-chlorophenoxy)-hexyl]-oxirane-2-carboxylate, #E1905), ferrostatin-1 (Fer-1, ethyl 3-amino-4-(cyclohexylamino)benzoate, #SML0583), deferoxamine mesylate salt (i.e., iron chelator, DFOM, butanediamide, N’-[5-[[4-[[5-(acetylhydroxyamino)pentyl]amino]-1,4dioxobutyl]hydroxyamino]pentyl]-N-(5-aminopentyl)-N-hydroxy-, monomethanesulfonate, #D9533), and rosiglitazione (i.e., ACSL4 inhibitor, ACSL4i, 5-[[4-[2-(Methyl-2-pyridinylamino)ethoxy]phenyl]methyl]-2,4-thiazolidinedione, #R2408) from Sigma-Aldrich were also dissolved in DMSO. TOFA (i.e., ACC1 inhibitor, 5-(tetradecyloxy)-2-furoic acid, #sc-200653) was purchased from Santa Cruz Biotechnology and dissolved in DMSO. The exogenously administrated FA adrenic acid (C22:4; *all-cis*-7,10,13,16-docosatetraenoic acid, #D3659), erucic acid (C22:1; cis-13-docosenoic acid, #E3385), and palmitoleic acid (C16:1; *cis*-9-hexadecenoic acid, #P9417) were purchased from Sigma-Aldrich and dissolved in ethanol.

### Mouse models and in vivo experiments

6-week-old female BALB/c mice were orthotopically inoculated with 4T1 (2.5 × 10^5^ cells, *n* = 6) resuspended in 50 μL of Dulbecco’s phosphate buffered saline (PBS, Euroclone, #ECB4053) in a single flank injection. Tumors were grown to ~4.5 mm diameter (day 8, mean value) and then mice were randomly assigned to the vehicle or the RSL3-treated group. RSL3 (40 mg/kg) was injected intraperitoneally every other day in 50 μL of a mixture of 40% PEG300, 45% saline, 10% DMSO, and 5% Tween-80 starting from day 8. Tumor volume was monitored from day 7 onward by caliper measurements of the two largest tumor diameters. Volumes were calculated according to the formula: *a* × *b*^2^ × π/6, where *a* and *b* are orthogonal tumor diameters. Animal weight was measured three times a week. Animals were culled on day 23 when tumor volumes of the vehicle-treated group reached the maximum tumor size. The number of animals was chosen to ensure adequate statistical power and was based on previous experience with the 4T1 model. Mice were maintained in specific pathogen-free conditions (Allentown Caging Equipment, Allentown Inc.) and treated in accordance with University Ethical Committee and European guidelines under directive 2010/63. Animal experimentation was carried out under the approval of the Italian Ministry of Health (authorization #741/2022).

### Survival assay

Human and murine breast cancer cells were seeded into 12-well plates at 3–5 × 10^4^ cells/well in either standard conditions (see Cell cultures and reagents) or experimental conditions such as RNA interfering (i.e., siFADS1, siFADS2, FADS1/FADS2 double knockdown, FADS1/2^KD^, FADS1/2 overexpression, FADS1/2^OE^) or drug administration (e.g., 0.1–0.25 μM of the GPX4 inhibitor, RSL3, or 0.5 μM of the SLC7A11 inhibitor, erastin), as described in the Figures and relative legends. Unless specified otherwise, 24 h post-procedure cells were extensively washed with PBS, fixed with 4% formaldehyde, and subjected to the colorimetric evaluation of cell proliferation and viability using crystal violet (triphenylmethane dye 4-[(4-dimethylaminophenyl)-phenyl-methyl]-*N*, *N*-dimethyl-alanine, Sigma-Aldrich #548-62-9), thus dried overnight (ON, 16 h). The incorporated amount of crystal violet within the adherent living cells was solubilized with a maximum of 500 μl/well of 2% SDS (Sodium Dodecyl Sulfate) and quantified by measuring the absorbance at 595 nm using a microplate reader. Alternatively, cell counts were performed at least in triplicate by three analysts under a 10x objective according to the standard methodology.

### Transient siRNA transfection

4T1 and MDA-MB-231 cells were seeded into 6-well plates (3 × 10^5^ per well) to achieve 70% confluence the following day, when cells were transfected with either 100 nmol/L siRNA targeting FADS1 or FADS2 (siFADS1, siFADS2, GE Healthcare Dharmacon), used as different combination pools of 4 individual siRNAs (siFADS1_pool1 and pool2, siFADS2_pool1 and pool2) or the respective negative control (non-targeting small interfering RNA, siCTR, GE Healthcare Dharmacon) using Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific #13778-150) and Opti-MEM (GIBCO #31985062) accordingly to manufacturer’s instructions. The functional analyses were performed 24 h after transfection as described in the Figure Legends.

### PiggyBac transposon-mediated shRNA transfer and generation of stably transfected cells

4T1 cells were seeded into 6-well plates (1.5 × 10^5^ per well) to achieve a 40–50% confluence the following day when cells were transfected with the PiggyBac Vector System to generate a stable FADS1/2 knockdown cell line. 4T1 cells were transfected with either 5 μg of piggyBac-shFADS1 Neo and 5 μg of piggyBac-shFADS2 Neo (shFADS1 and shFADS2, Vector Builder) or the scrambled control (Scramble, Vector Builder) together with 200 ng of pBase using 5 μg of X-tremeGENE HP DNA Transfection Reagent (Roche #06366546001) according to manufacturer’s instructions. For the add-back control (i.e., rescue experimental condition), FADS1/2 double knockdown 4T1 cells were seeded into 6-well plates (1.5 × 10^5^ per well 24 h prior to transfection) and subjected to transfection with 5 μg of piggyBac-FADS1:FADS2 Neo and 200 ng of pBase using 5 μg of X-tremeGENE HP DNA Transfection Reagent according to the manufacturer’s instructions. Similarly, to generate a stable cell line expressing FADS1 and FADS2, 67NR cells were seeded into 6-well plates (2 × 10^5^ per well) and transfected with the same concentrations of the piggyBac-FADS1:FADS2 Neo and pBase vectors using X-tremeGENE HP DNA Transfection Reagent. After transfection, cells were selected with G418 (Gibco #11811-031) and Puromycin (Sigma-Aldrich #P8833) for 48 h before validating the knockdown efficiency by qRT-PCR and/or western blot analyses and then subjecting the stable generated cell lines to functional assays.

### Western blotting analysis

Human and murine breast cancer cells were washed with PBS and lysed on ice using 1x Laemmli Sample Buffer (Biorad #161-0737) supplemented with protease (Sigma-Aldrich #P8340) and phosphatase inhibitors (#P0044). Protein concentrations were measured using BCA assay (Sigma-Aldrich #1003290033). 40–50 μg of cell lysate were loaded in precast SDS-PAGE (sodium dodecyl sulfate–polyacrylamide gel electrophoresis) gels (Biorad #456-8096) and then transferred onto nitrocellulose membrane by Trans-Blot Turbo Transfer Pack (Biorad #170-4157). The immunoblots were incubated in PBS-T (PBS with 0.05% tween-20) containing 5% non-fat dry milk at room temperature for 1 h and then probed with primary and appropriate secondary antibodies. The following antibodies were used: ACLY (Santa Cruz Biotechnology #sc-517267), FASN (Santa Cruz Biotechnology #sc-55580), PLIN2 (Cell Signaling Technology #45535), FADS1 (Sigma-Aldrich #SAB2100744), FADS2 (Sigma-Aldrich #SAB1303849), SCD1 (Santa Cruz Biotechnology #sc-515844), SCD2 (Santa Cruz Biotechnology #sc-518034), ACSL4 (Santa Cruz Biotechnology #sc-365230), ACSL5 (Santa Cruz Biotechnology #sc-365478), HRP (horseradish peroxidase)-Conjugated Streptavidin (Thermo Fisher Scientific #N100), HSP90 (Santa Cruz Biotechnology #sc-69703), and β-ACTIN (Cell Signaling #3700), all diluted 1:1000 in PBS-T containing 5% non-fat dry milk. The loading controls used in the WB analyses were derived from the same experiment (i.e., cell lysates) and blots were processed in parallel when it was not possible to run on the same gel. The loading controls of the human cell lines (β-ACTIN and HSP90) in Figs. 1C,E, 2A are the same.

### RNA extraction and quantitative real-time PCR (qRT-PCR) analysis

Total RNA was extracted using RNeasy plus kit (QIAGEN #74134), quantified using Nanodrop 1000 (Thermo Fisher Scientific), and 500 ng were reverse transcribed using the iScript gDNA Clear cDNA Synthesis Kit (Biorad #172-5035). qRT-PCR was performed using the CFX96 Touch Real-Time PCR Detection System (Biorad) using TaqMan Universal PCR Master Mix (Thermo Fisher Scientific #4305719). The following probes were used: ACLY, FASN, PLIN2, FADS1, FADS2, and ACSL4 (Thermo Fisher Scientific). Data were normalized on TBP (TATA-Box Binding Protein) or GAPDH (Thermo Fisher Scientific). The relative quantity was determined using ∆∆Ct by the CFX Maestro software (BioRad).

### Radioactive assay

Breast cancer cells (8 × 10^4^ cells/well) were seeded into 12-well plates. To analyze the incorporation of ^14^C-glucose, ^14^C-lactate, ^14^C-acetate, and ^14^C-glutamine into lipids, culture media were supplemented overnight (ON, 16 h) with 1 mCi of each radiolabeled metabolite (Perkin Elmer #NEC042V250UC, #NEC599050UC, #NEC553250UC, #NEC451050UC). Cells were then washed 3 times in ice-cold PBS and lysed in RIPA buffer (Thermo Fisher Scientific #89900). Samples were first resuspended in 4 volumes of a CHCl3:MeOH (1:1) solution and then an additional volume of dH_2_O was added. The solution was then centrifuged at 1000 rpm for 5–10 min at room temperature. The lower phase (i.e., lipids) was collected, transferred to a scintillation vial, and the incorporated radioactive metabolite-derived signal was measured on the scintillation counter and normalized to the total protein content.

### Seahorse-based oxidative phenotyping

67NR, 4T07, and 4T1 cells were seeded in XFe96 cell culture plates with 3 × 10^4^ cells per well (10 technical replicates) in 80 μL of culture medium, subjected to the experimental conditions described in the Figures, and incubated at 37 °C. 24 h post seeding, the culture medium was replaced with 180 μL of XF DMEM supplemented with 25 mM glucose (Sigma #G8644) and 2 mM glutaMAX. Cells were incubated for 1 h at 37 °C in a non-CO_2_ incubator to allow them to pre-equilibrate with the XF DMEM. The oxygen consumption rate (OCR) was quantified using the Seahorse Extracellular Flux Analyzer (XFe96, Agilent Technologies). An accurate titration with the uncoupler FCCP was performed for each cell type. The addition of the ATP synthase inhibitor oligomycin (1.5 μM), the proton uncoupler FCCP (1 μM), the respiratory complex I inhibitor rotenone (0.5 μM), and the respiratory complex III inhibitor antimycin A (0.5 μM) was carried out at the times indicated. This assay measures the cellular substrate oxidation by assessing changes in the OCR of live cells when the entry of specific mitochondria (i.e., TCA cycle) fueling substrates is impaired. Indeed, the XF Cell Mito Stress Test was combined with substrate pathway-specific inhibitors: etomoxir (4 μM) for long-chain fatty acids (LCFA) through inhibition of carnitine palmitoyl transferase 1a (CPT1a), UK5099 (2 μM) for glucose and/or pyruvate through inhibition of the mitochondrial pyruvate carrier (MPC), and BPTES (3 μM) for inhibition of glutamine through glutaminase 1 (GLS-1). Protein quantification was used to normalize the results. Basal respiration is calculated as the last rate measurement before oligomycin injection − non-mitochondrial respiration rate. Maximal respiration is calculated as the maximum rate measurement after FCCP injection – non-mitochondrial respiration rate.

### Oroboros O2k-FluoRespirometer

Oxygen consumption was analyzed in 2 mL glass chambers at 37 °C using the Oroboros Oxygraph-2K high-resolution respirometer (Oroboros Instruments, Innsbruck, Austria) and the substrate, uncoupler, inhibitor, titration (SUIT) protocol (D009) (Ye and Hoppel, 2013). The oxygen flux normalized on the cell number is calculated as the negative time derivative of the oxygen concentration, measured in sealed chambers, and normalized on the instrumental background (measured in a dedicated experiment before assaying the cells). Murine breast cancer cells cultured in basal condition and treated with 40 µM Etomoxir or vehicle (DMSO) for 30 min were subjected to respirometry analysis. After instrumental air calibration, 5–7 × 10^5^ cells resuspended in complete culture medium were introduced into the chambers and the basal respiratory activity was measured as routine respiration (R). The LEAK state (L) represents the non-phosphorylating state of uncoupled respiration due to proton leak, proton and electron slip, and cation cycling (Pesta and Gnaiger, 2012) after the inhibition of ATP synthase by oligomycin administration (5 nM). The capability of the electron transfer system (ETS) was measured by uncoupler titrations using the uncoupler Carbonyl Cyanide 3-ChloroPhenylhydrazone (CCCP; 1.5 µM/titration steps) as the readout of the maximal capacity of oxygen utilization (E). The residual oxygen consumption (ROX) that remains after the inhibition of ETS was determined by antimycin A injection (2.5 µM). Data acquisition and analysis were performed using DatLab software (Oroboros Instrument, Innsbruck, Austria) and the oxygen fluxes recorded in the individual titration steps were corrected for ROX.

### Lipidomic analysis

Lipids were extracted using a single-step extraction protocol with methanol and chloroform as described previously (Cattaneo et al, 2021). Briefly, cell pellets (equivalent to 1–3 × 10^3^ cells) were resuspended in 200 µL of MilliQ water and mechanically disrupted by passing 20 times through a 26 G syringe needle. Proteins were extracted from 20 μL lysate by adding 5 μL of lysis buffer (10% NP40, 2% SDS in PBS) and quantified by BCA protein assay kit. Lipids were extracted starting from equivalent lysate corresponding to 50 μg of proteins. Lysates were made up to 170 μL with cold water and spiked in with 1 μL of SPLASH^®^ LIPIDOMIX^®^ Mass Spec Standard. Lipid extraction was performed by adding 700 μL of methanol and subsequently 350 μL of chloroform. Samples were mixed on the orbital shaker for 15 min at 4 °C. After that, 350 μL of water/chloroform (1:1 v/v) were added to each suspension and centrifuged at 10,000 × *g* for 10 min at 4 °C. The organic phase was recovered, dried out, and finally resuspended in 25 μL of a buffer composed by 90% of Lipidomics Buffer A (95% of mobile phase A = ACN:H_2_O 40:60; 5 mM NH_4_COOCH_3_; 0.1% HCOOH and 5% of mobile phase B = Isopropanol:H_2_O 90:10; 5 mM NH_4_COOCH_3_; 0.1% HCOOH) and 10% of ethanol. 1 μL was injected on the nLC Ekspert LC400 set in nano configuration coupled with the mass spectrometer Triple TOF 6600 (AB Sciex). Chromatography was performed using an in-house packed nanocolumn Kinetex EVO C18, 1.7 μm, 100 A (Phenomenex, Torrance, CA, USA), 0.75 × 100 mm at room temperature. The gradient started from 5% of mobile phase B and was linearly increased to 100% B in 5 min, maintained for 45 min, then returned to the initial ratio in 2 min and maintained for 8 min at a flow rate of 150 nL/min. Samples were analyzed in positive mode with electrospray ionization. Spectra were acquired by full-mass scan from 200 to 1700 *m*/*z* and information-dependent acquisition (IDA) from 50 to 1800 *m*/*z* (top 8 spectra per cycle). The de-clustering potential was fixed at 80 eV, and collision energy at 40 eV, target ions were excluded for 20 s after 2 occurrences. Wiff files were processed using the open-source software MS-DIAL version 4.8 with manual inspection of peak integrations. Peak areas were normalized by using the sum of lipid species areas for each sample. For lipid unsaturation analysis, normalized lipid areas were grouped into lipid classes and further sub-grouped according to the number of double bonds. For each subgroup, averages were used to calculate the PUFA/MUFA ratio.

### Confocal image acquisition and analysis

Breast cancer cells were seeded onto glass coverslips (2–3 × 10^5^ per well of a 6-well plate) to have a 50% confluence. The day after manipulation cells were stained at 37 °C for (i) 15 min with BODIPY^493/503^ (Thermo Fisher Scientific #D3922) to reveal LD content, or (ii) 1 h with BODIPY^581/591^-C11 to evaluate lipid peroxidation (Thermo Fisher Scientific #D3861) and then fixed with 4% formaldehyde for 15 min. For nuclei staining, fixed cells were incubated with DAPI (Thermo Fisher Scientific #D3571) for 10 min at room temperature. Sample images were acquired using TCS SP8 microscope (Leica Microsystems) with LAS-AF image acquisition software. The quantification of LD was performed using CellProfiler software.

### Flow cytometry analysis

Breast cancer cells (3–5 × 10^4^ cells/well) were seeded into 12-well plates and subjected to the experimental procedure. The day after, cells were stained at 37 °C for (i) 15 min with BODIPY^493/503^ to reveal LD content, or (ii) 1 h with BODIPY^581/591^-C11 to evaluate lipid peroxidation. Live cells resuspended in PBS with 0.1% FBS were subjected to flow cytometry analysis using a FACSCanto II (BD Biosciences). 1 × 10^4^ cells were analyzed for the mean fluorescence intensity (MFI) of the specific probe.

### Reactive oxygen species (ROS) analysis

Murine breast cancer cells (3–5 × 10^4^ cells/well) were seeded into 12-well plates and subjected to the experimental conditions described in Figures. Following a 24 h incubation, cells were stained with CellROX (Thermo Fisher Scientific #C10444), DCFDA (Sigma-Aldrich #D6883), or MitoSOX (Thermo Fisher Scientific #M36008) to evaluate ROS cytoplasmatic and mitochondrial content and incubated at 37 °C in the dark for 30 min. Then, cells were lysed with RIPA buffer and fluorescence was measured on a microplate reader at 485 nm excitation (Ex) and 520 nm emission (Em) for CellROX, at 485/535 nm Ex/Em for DCFDA, at 510/580 nm Ex/Em for MitoSOX.

### GSH/GSSG measurement

Murine breast cancer cells were seeded in 12-well plates (3–5 × 10^4^ cells/well) and GSH and GSSG concentration were measured after 2 h of RSL3 1 μM incubation according to manufacturer’s instructions (GSH/GSSG-Glo Assay, Promega #V6611). Luminescence was read using a luminometer and was proportional to the amount of GSH. A twofold adjustment was required for GSSG concentration because each mole of oxidized GSSG upon reduction produces two moles of GSH in this assay. The GSH/GSSG ratio was calculated directly from luminescence measurements (in relative light units, RLU).

### Lipid peroxidation measurement

Malondialdehyde (MDA) concentration in 4T1 tumor-derived material was measured with the Lipid Peroxidation (MDA) Assay Kit (Sigma-Aldrich #MAK085), according to the manufacturer’s instructions.

### Immunohistochemistry (IHC) analysis

4T1-derived tumors were resected, fixed in 4% paraformaldehyde (PFA), and embedded in paraffin wax. Sections of 7 μm were used and immunostained with the antibody against PLIN2 (#BS-10780R – ThermoFisher Scientific) for the IHC analysis. IHC was performed using the Leica BOND-MAX automated system (Leica Microsystems). The staining was visualized using 3,3-diaminobenzidine (DAB) and counterstained with hematoxylin. All images were captured by a slide scanner (Aperio LV1) and analyzed using ImageScope software. PLIN2 expression was evaluated using the H-score cytoplasmic assessment. Four representative fields were used for the quantification and PLIN2 expression levels. Final results were reported as cytoplasm H-score values.

### In silico analysis—analysis of human datasets

For *FADS1/2* (208964_s_at; 202218_s_at), *PLIN2* (209122_at), and *ACSL4* (202422_s_at) survival analyses, the curated dataset of ER-, PR- (assessed by immunohistochemical staining), HER2- (assessed by array) breast cancers was created using Km-plotter (http://kmplot.com) and included the relapse-free survival (RFS) data of patients belonging to the following datasets: E-MTAB-365 (Guedj et al, 2012), GSE19615 (Li et al, 2010), GSE21653 (Sabatier et al, 2011), GSE25066 (Hatzis et al, 2011), GSE2603 (Amaro et al, 2016), GSE31519 (Rody et al, 2011), GSE37946 (Liu et al, 2012), GSE45255 (Nagalla et al, 2013), GSE61304 (Grinchuk et al, 2015), GSE65194 (Maubant et al, 2015), GSE69031 (Chin et al, 2006). For *PLIN2* the curated dataset included the distant metastasis-free survival (DMFS) data of patients belonging to the following datasets: GSE19615 (Li et al, 2010), GSE25066 (Hatzis et al, 2011), GSE45255 (Nagalla et al, 2013), GSE58812 (Jézéquel et al, 2015), GSE61304 (Grinchuk et al, 2015), GSE69031 (Chin et al, 2006), GSE65194 (Maubant et al, 2015). For *FADS1/2* the curated dataset included the overall survival (OS) data of patients belonging to the following datasets: GSE81538 (Brueffer et al, 2018), GSE96058 (Brueffer et al, 2018). For *FADS1/2* survival analysis, the weighted (1:1) mean expression of the selected genes was used and patients were dichotomized into high and low expressing using the best cutoff threshold (Lánczky and Győrffy, 2021).

### Statistics and reproducibility

Statistics were performed using Prism 10 (GraphPad Software). Lipidomics statistical analysis, heatmaps, and volcano plots were made with Metaboanalyst 5.0 (https://www.metaboanalyst.ca/). Unless stated otherwise, all numerical data are expressed as the mean ± standard error of the mean (SEM). All experiments were conducted at least 3 times independently, with one or more technical replicates for each experimental condition tested. Unless stated otherwise, comparisons between 2 groups were made using the two-tailed, unpaired Student’s t-test. Comparisons between multiple groups were made using one-way or two-way analysis of variance (ANOVA). Bonferroni, Dunnett, Tukey, or Šidák post-testing analyses with a confidence interval of 95% were used for individual comparisons as reported in figure legends. Multivariate Cox analyses on the cohort of patients analyzed were generated using KM-plotter. Statistical significance was defined when *P* < 0.05, with the exact *p*-value reported when *P* > 0.0001 or indicated as *P* < 0.0001 for any *p*-value below that threshold. *P*-values are reported only when biologically relevant, as indicated in Figure Legends. When differences were not statistically significant or the comparison not biologically relevant, no indication was reported in the figures. The treatment groups were randomized, but blinding was not implemented during the experimental processes. No sample/animal was excluded from the study.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

EV and Appendix Figures Source Data

Expanded View Figures

## Data Availability

The transcriptomic data uploaded to GEO database can be accessed at GSE236033. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-024-00090-6.

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 1 — Appendix

Appendix Figures S1-S3

FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer

Lorito, Subbiani et al., 2024

The Appendix Figures file contains:

Appendix Figure S1	page 2
Appendix Figure S2	page 3
Appendix Figure S3	page 5

Appendix Figure S1

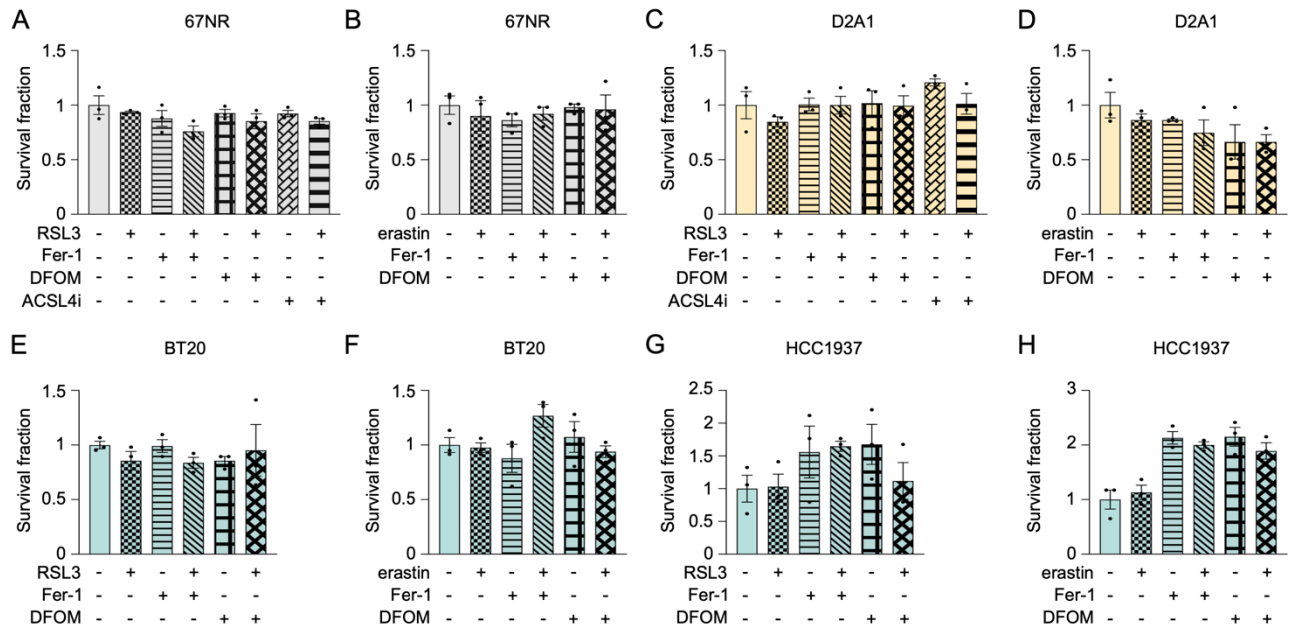

Appendix Figure S1. Weakly metastatic TNBC cell lines show resistance to ferroptosis-inducing agents.

(A-D) Murine 67NR (A,B) and D2A1 (C,D) poorly metastasizing cells were pre-treated with 15 μ M Fer-1, 5 μ M DFOM, or 10 μ M ACSL4i for 4 hours and then administrated ON with 0.1 μ M (67NR) or 0.25 μ M (D2A1) RSL3 (A,C) and with 0.5 μ M of erastin (B,D). After 24 hours cells were subjected to cell viability assay; ($n = 3$ biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. (E-H) Human BT20 (E,F) and HCC1937 (G,H) poorly metastasizing cells were pre-treated with 15 μ M Fer-1, 5 μ M DFOM, or 10 μ M ACSL4i for 4 hours and then administrated ON with 0.25 μ M RSL3 (E,G) and with 0.5 μ M erastin (F,H). After 24 hours cells were subjected to cell viability assay; ($n = 3$ biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using One-way ANOVA followed by Dunnett's correction.

Appendix Figure S2

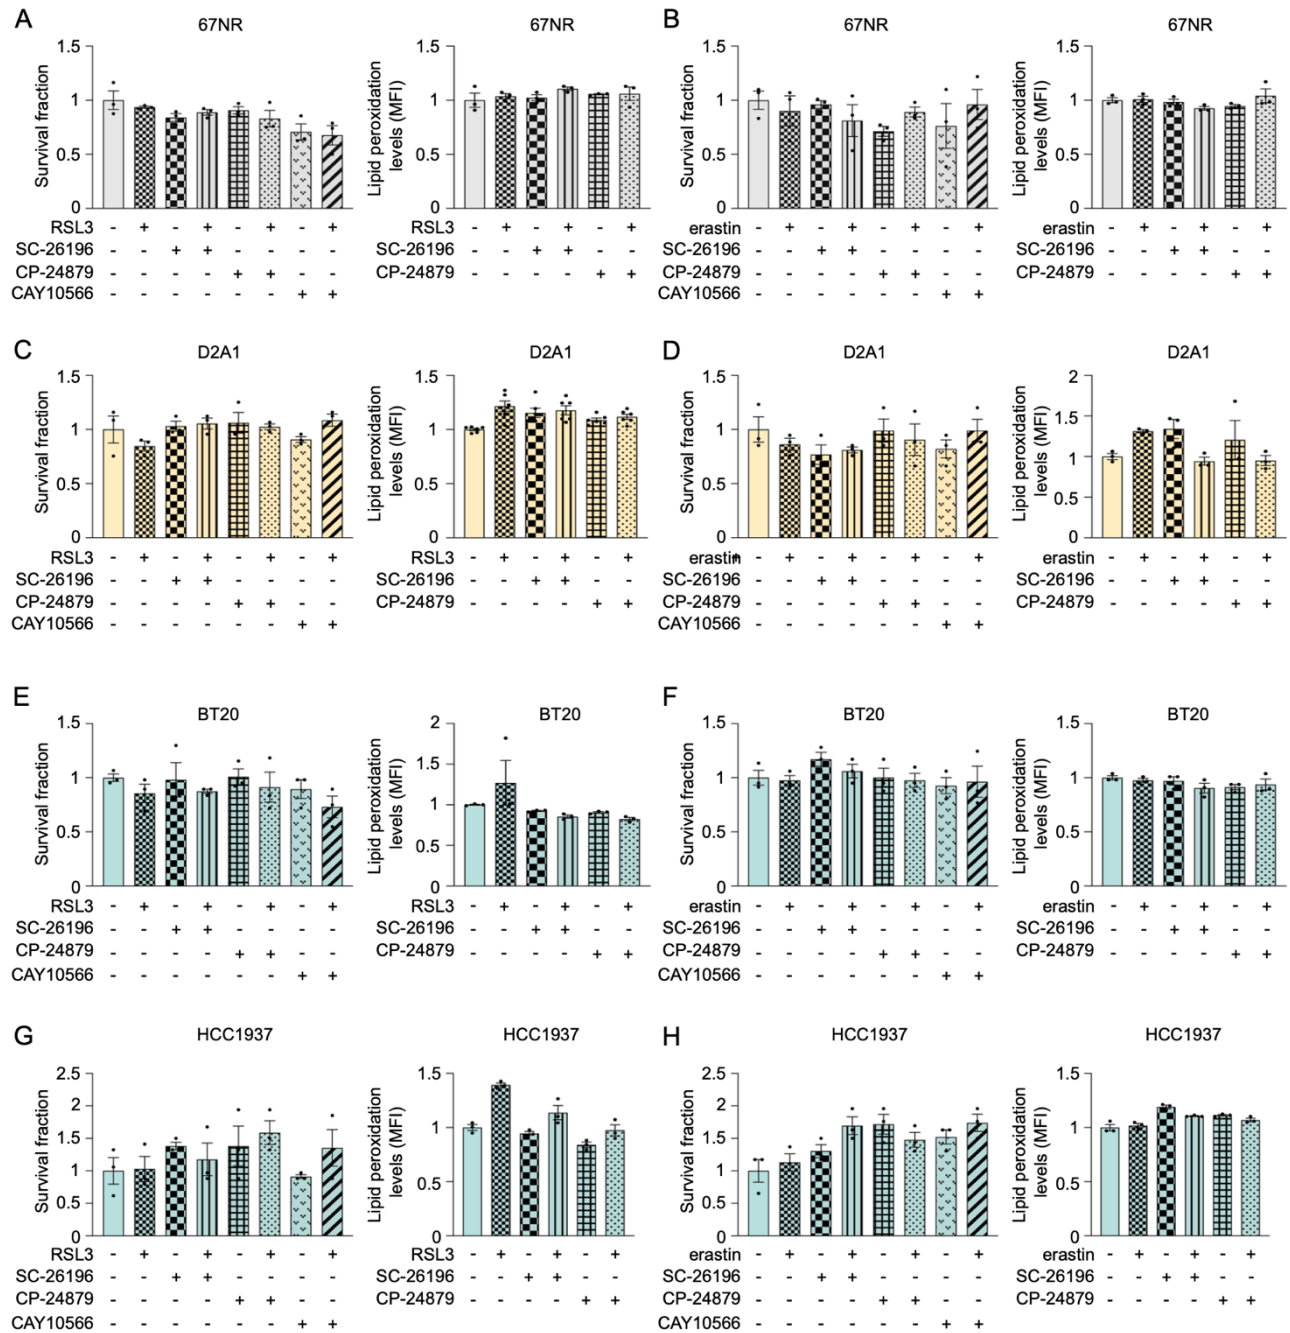

Appendix Figure S2. Weakly metastatic TNBC cell lines are insensitive to FADS1/2 targeting.

(A,B) Murine 67NR poorly metastasizing cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 hours, then administrated (i) ON with 0.1 μ M RSL3 (A, left) or 0.5 μ M erastin (B, left) before being subjected to cell viability assay, and (ii) for 2 hours with 1 μ M RSL3 (A, right) or 5 μ M erastin (B, right) before being subjected to cytofluorimetric analysis to measure lipid peroxidation; ($n = 3$ biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. (C,D) Murine D2A1 poorly metastasizing cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 hours, then

administrated (i) ON with 0.25 μ M RSL3 (C, left) or 0.5 μ M erastin (D, left) before being subjected to cell viability assay, and (ii) for 2 hours with 1 μ M RSL3 (C, right) or 5 μ M erastin (D, right) before being subjected to cytofluorimetric analysis to measure lipid peroxidation; ($n = 3$ biological replicates in either single or technical duplicate). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. **(E,F)** Human BT20 poorly metastasizing cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 hours, then administrated (i) ON with 0.25 μ M RSL3 (E, left) or 0.5 μ M erastin (F, left) before being subjected to cell viability assay, and (ii) for 2 hours with 1 μ M RSL3 (E, right) or 5 μ M erastin (F, right) before being subjected to cytofluorimetric analysis to measure lipid peroxidation; ($n = 3$ biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. **(G,H)** Human HCC1937 poorly metastasizing cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 hours, then administrated (i) ON with 0.25 μ M RSL3 (G, left) or 0.5 μ M erastin (H, left) before being subjected to cell viability assay, or (ii) for 2 hours with 1 μ M RSL3 (G, right) or 5 μ M erastin (H, right) before being subjected to cytofluorimetric analysis to measure lipid peroxidation; ($n = 3$ biological replicates). The RSL3- or erastin-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using One-way ANOVA followed by Dunnett's correction.

Appendix Figure S3

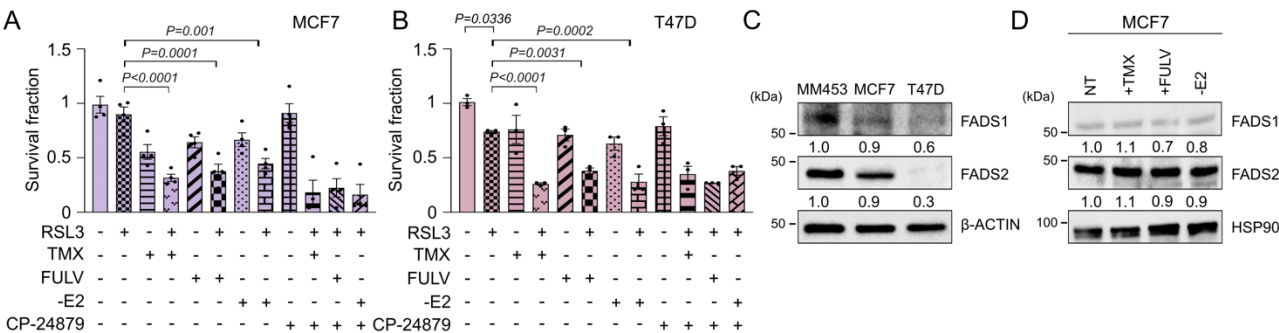

Appendix Figure S3. Impairing Estrogen Receptor (ER) activity in ER+ breast cancer cells does not alter FADS1/2 expression.

(A,B) ER+ MCF7 (A) and T47D (B) breast cancer cells were pre-treated with 10 μ M FADS1/2i (CP-24879) for 4 hours and then exposed to 1 μ M RSL3, 1 μ M TMX, 100 nM FULV, or subjected to estrogen deprivation (-E2) for 72 hours before cell viability assay; (n = 3 biological replicates in either single or technical duplicate). The RSL3-treated condition was used as comparator in the statistical analysis. (C) Total protein lysates from TNBC MDA-MB-453 and ER+ MCF7 and T47D cells were subjected to WB analysis with the antibodies indicated. (D) ER+ MCF7 breast cancer cells were treated with 1 μ M TMX, 100 nM FULV, or subjected to estrogen deprivation (-E2) for 72 hours and then analyzed by WB analysis using the antibodies described in the figure. Data information: In (A,B) data are presented as mean $\pm$ SEM. Statistical analysis was performed using One-way ANOVA followed by Dunnett's correction.

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 5 — Source data Fig. 1

## Slide 1

Blots figure 1E
kDa
67NR
4T07
4T1
67NR
4T07
4T1
kDa
50
-ACTIN
50
37
PLIN2
37
25
20
25
15
10
kDa
D2A1
m1
m2
D2A1
m1
m2
kDa
150
50
100
-ACTIN
75
37
50
25
PLIN2
37
20
15
kDa
kDa
BT20
MM231
MM453
BT20
MM231
MM453
50
PLIN2
50
37
-ACTIN
37
25
25
20
20
15
15
H1937
MM468
S159
kDa
H1937
MM468
S159
kDa
250
50
150
PLIN2
37
100
HSP90
75
25
20

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 5 — Source data Fig. 1

## Slide 1

Blots figure 1C
67NR
4T07
4T1
kDa
250
150
ACLY
100
75
67NR
4T07
4T1
kDa
250
FASN
150
100
75
kDa
67NR
4T07
4T1
75
50
37
25
20
15
10
-ACTIN
kDa
D2A1
m1
m2
250
150
ACLY
100
75
50
37
25
20
15
10
D2A1
m1
m2
kDa
50
37
25
20
15
-ACTIN
kDa
D2A1
m1
m2
FASN
250
150
100
75
kDa
75
BT20
MM231
MM453
50
-ACTIN
37
25
20
15
BT20
MM231
MM453
kDa
250
150
100
75
FASN
BT20
MM231
MM453
kDa
250
150
100
ACLY
75

## Slide 2

Blots figure 1C
H1937
MM468
S159
H1937
MM468
S159
H1937
MM468
S159
kDa
kDa
kDa
100
HSP90
250
75
FASN
250
150
50
ACLY
100
150
75

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 6 — Source data Fig. 2

## Slide 1

Blots figure 2F
kDa
67NR
4T07
4T1
kDa
67NR
4T07
4T1
250
150
100
250
75
150
50
100
-ACTIN
75
35
ACSL4
50
25
20
kDa
D2A1
m1
m2
kDa
D2A1
m1
m2
250
250
150
150
100
100
75
ACSL4
75
50
50
-ACTIN
35
25
20
15
10
kDa
BT20
MM231
MM453
kDa
BT20
MM231
MM453
150
kDa
BT20
MM231
MM453
150
50
100
-ACTIN
75
100
35
ACSL5
75
ACSL4
50
25
50
35
35
25
kDa
H1937
MM468
S159
150
kDa
H1937
MM468
S159
100
kDa
250
75
H1937
MM468
S159
ACSL5
150
150
-ACTIN
50
100
100
35
75
ACSL4
75
50
25
50

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 6 — Source data Fig. 2

## Slide 1

Blots figure 2A
kDa
67NR
4T07
4T1
67NR
4T07
4T1
kDa
75
75
FADS1
50
50
37
37
SCD1
25
25
kDa
67NR
4T07
4T1
20
20
75
15
15
10
50
FADS2
10
37
kDa
67NR
4T07
4T1
kDa
250
67NR
4T07
4T1
150
250
100
150
75
100
75
50
37
50
SCD2
-ACTIN
37
25
20
25
15
20
10
15
10

## Slide 2

kDa
D2A1
m1
m2
kDa
250
kDa
D2A1
m1
m2
D2A1
m1
m2
150
250
250
100
150
150
75
100
100
75
50
75
37
50
FADS1
50
SCD1
37
37
25
SCD2
20
25
25
15
20
20
10
15
15
10
10
kDa
kDa
D2A1
m1
m2
D2A1
m1
m2
75
250
150
50
FADS2
100
37
75
50
-ACTIN
37
25
20
15
10

## Slide 3

kDa
kDa
BT20
MM231
MM453
150
BT20
MM231
MM453
100
75
150
kDa
50
BT20
MM231
MM453
100
75
FADS1
75
37
SCD1
50
50
25
37
SCD2
37
20
25
15
25
20
20
kDa
BT20
MM231
MM453
kDa
150
BT20
MM231
MM453
75
100
75
50
-ACTIN
50
37
FADS2
37
25
20
25
15
20

## Slide 4

kDa
kDa
H1937
MM468
S159
H1937
MM468
S159
75
50
50
SCD2
37
37
SCD1
25
25
20
20
15
H1937
MM468
S159
kDa
kDa
H1937
MM468
S159
100
75
kDa
H1937
MM468
S159
50
FADS1
FADS2
50
37
100
37
HSP90
75
25
25
50
20
20

# Supplementary material for: FADS1/2 control lipid metabolism and ferroptosis susceptibility in triple-negative breast cancer
**Source:** EMBO Mol Med. 2024 Jun 26;16(7):5. doi: 10.1038/s44321-024-00090-6
**Supplement:** Supplementary file 13 — Expanded View Figures

Expanded View Figures

Figure EV1. Details of altered lipid metabolism in aggressive TNBC cells, related to Fig. 1.

(A) 67NR, 4T07, and 4T1 breast cancer cells were cultured ON in a medium containing ^{14}C -U-(uniformly) radioactively labeled glucose, lactate, acetate, or glutamine. Lipids were extracted and the radioactive signal was measured to monitor the amount of each metabolite that is incorporated into lipids, as described in the Materials and Methods section. Each value was normalized on protein content ($n = 3$ biological replicates in either single, duplicate, triplicate or more than three technical replicates). The 67NR cell line was used as comparator in the statistical analysis. (B, C) Murine 4T1 (B) and D2A1 (C) breast cancer cell series were analyzed by quantitative real-time polymerase chain reaction (qRT-PCR) analysis using the assays described in the figure. Fold relative enrichment is shown using the non-metastatic cells as comparator ($n = 3$ biological replicates in either single or technical duplicate). The 67NR or the D2A1 cells were used as comparator in the statistical analysis. (D) The 4T1, D2A1, and human TNBC cells were subjected to cytofluorimetric analysis. FACS analysis of the mean fluorescence intensity (MFI) of the populations positive for BODIPY^{493/503} was reported ($n = 3$ biological replicates in either single or technical triplicate). The non-metastatic cells were used as comparators in the statistical analysis. (E) Murine 4T1 and D2A1 series were analyzed by qRT-PCR analysis using the assay described in the figures. Fold relative enrichment is shown using the 67NR or the D2A1 cells as comparator ($n = 3$ biological replicates in either single or technical duplicate). The 67NR or the D2A1 cells were used as comparator in the statistical analysis. (F, G) Seahorse XFe96 Mito Stress Test was performed on 4T1 cell line series treated with 2 μM UK5099 (mitochondrial pyruvate carrier, MPC, inhibitor), 3 μM BPTES (glutaminase 1, GLS-1, inhibitor), or 4 μM Etomoxir (CPT1A inhibitor) for 30 min in the presence of standard condition (full medium), and oxygen consumption rate (OCR) was calculated in real-time after the administration of the ATP synthase inhibitor oligomycin, the proton uncoupler carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP), and the respiratory complex I inhibitor rotenone together with the respiratory complex III inhibitor antimycin A (Rot/AA) (F). Basal and maximal respiration was calculated as described in the Materials and Methods section and normalized on protein content (G) ($n = 3$ biological replicates in either single, duplicate, triplicate, or more than three technical replicates). The untreated (NT) condition was used as comparator in the statistical analysis. (H) Murine TNBC cells were treated with 40 μM of Etomoxir for 30 min. After detachment, cells were subjected to high-resolution respirometry analysis by the Oroboros-O2K instrument. Left: Representative graphs of cell respirometry analysis in the control (up) and treatment (down) conditions. The blue curve represents the oxygen concentration, whereas the red slope shows the oxygen consumption before and after the serial injections of oligomycin (O), uncoupler CCCP (C), and Antimycin A (A). Right: Bar chart graph of basal oxygen consumption (Routine), proton leak (Leak), and maximal oxygen consumption (E) values subtracted from residual oxygen consumption (ROX) in control and Etomoxir treated cells ($n = 3$ biological replicates). Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey's correction (A, G) or Dunnett's correction (B-E), two-way ANOVA followed Bonferroni's correction (F) or Tukey's correction (H). Source data are available online for this figure.

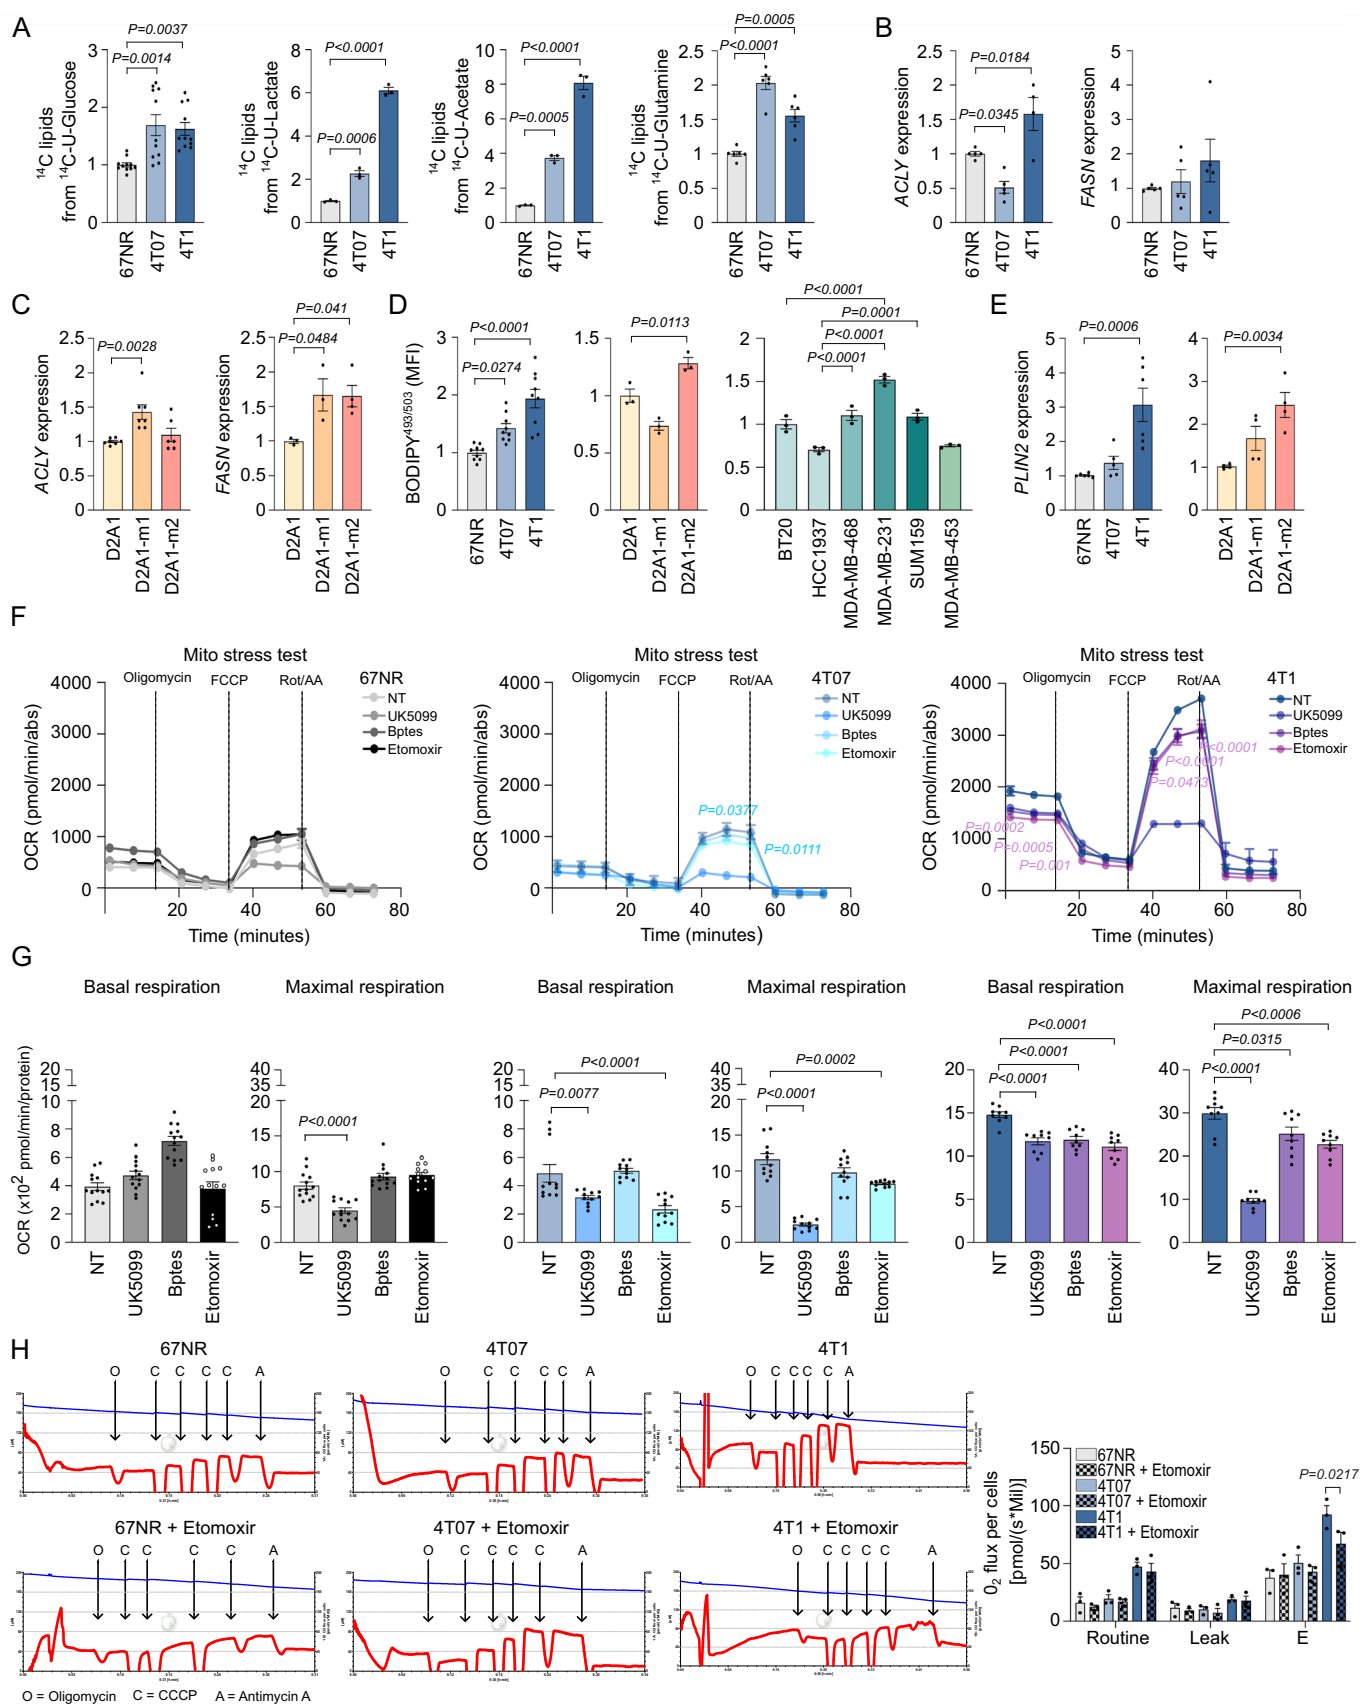

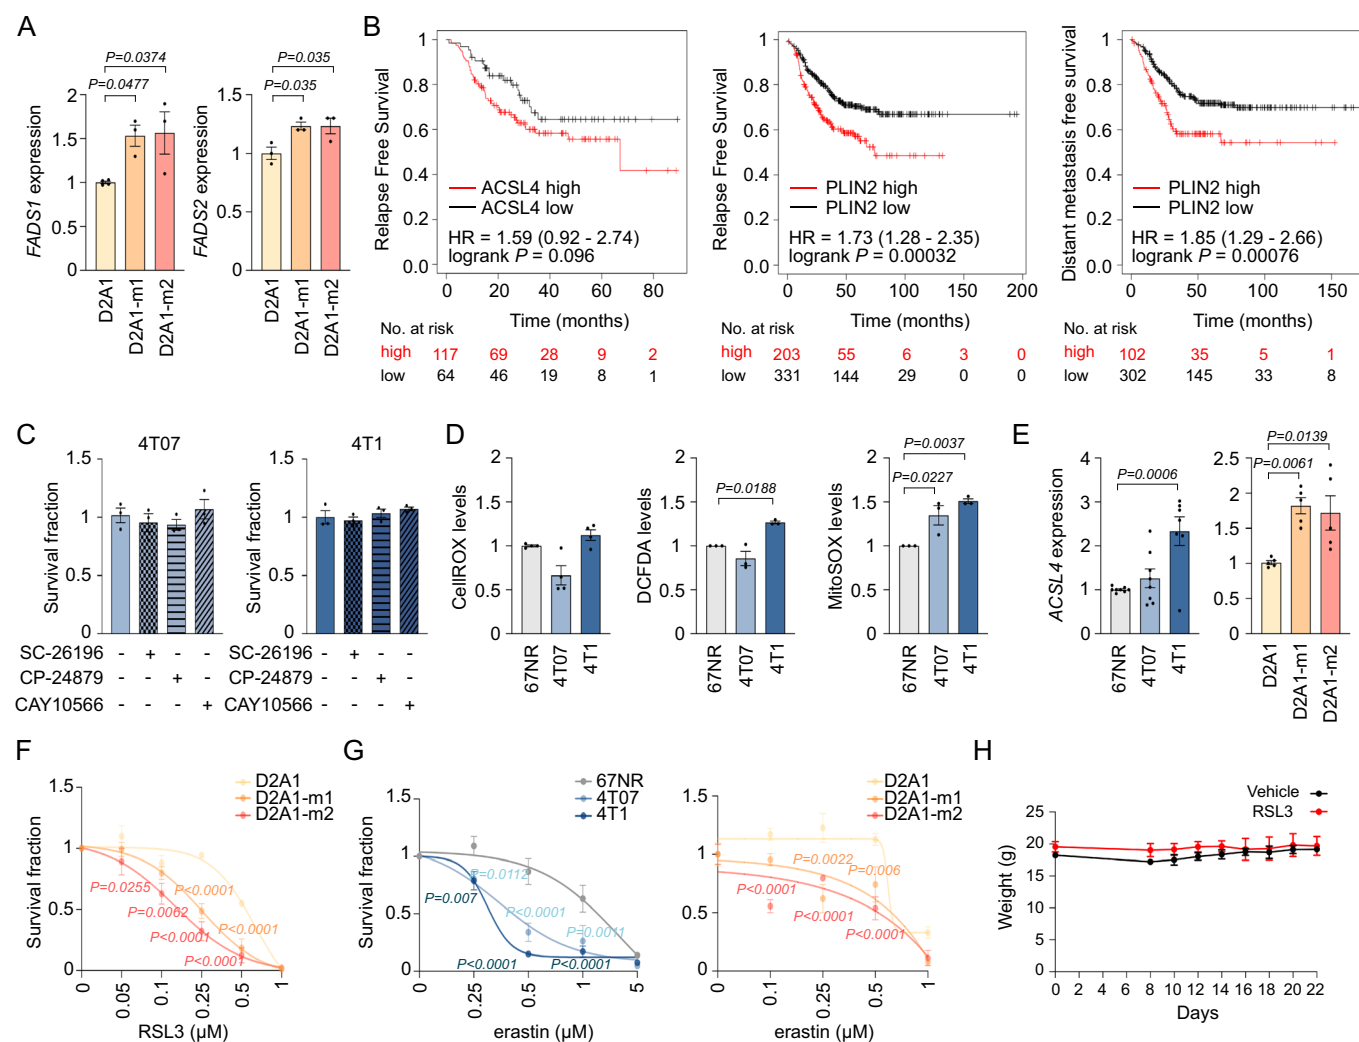

Figure EV2. Details of FADS1 and FADS2 expression in aggressive TNBC and their susceptibility to ferroptosis induction, related to Fig. 2.

(A) D2A1 cell line series were analyzed by qRT-PCR analysis using the assays described in the figure. Fold relative enrichment is shown using the D2A1 cells as comparator ($n = 3$ biological replicates in either single or technical duplicate). The D2A1 cells were used as comparator in the statistical analysis. (B) Kaplan-Meier analysis of RFS and DMFS of a curated cohort of TNBC patients divided into high and low for ACSL4 or PLIN2 expression as described in the Materials and Methods section. HR and log-rank Mantel-Cox P values are shown. (C) TNBC metastatic 4T07 and 4T1 cells were treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), or SCD1i (CAY10566) for 24 h and subjected to cell viability assay ($n = 3$ biological replicates). (D) Intracellular ROS levels were measured by CellROX and DCFDA staining while mitochondrial ROS levels by MitoSOX in TNBC 4T1 series' cells ($n = 3$ biological replicates in either single or technical duplicate). The 67NR cell line was used as comparator in the statistical analysis. (E) Murine TNBC cells were analyzed by qRT-PCR analysis using the assay described in the figure ($n = 3$ biological replicates in either single, duplicate, or technical triplicate). Fold relative enrichment and statistical analysis are shown using the non-metastatic (67NR or D2A1) cells as comparator. (F, G) 24-h dose-response curve of RSL3 (F) and erastin (G) showed a differential effect between less aggressive and metastatic cells of the D2A1 or 4T1 series ($n = 3$ biological replicates). Statistics is shown using the non-metastatic (67NR or D2A1) cells as comparator. (H) Weight of BALB/c mice exposed for 15 days to 40 mg/kg RSL3 ($n = 4-6$ mice/group). Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett's correction (A, C, E) or Tukey's correction (D), two-way ANOVA followed by Bonferroni's correction (F-H). Source data are available online for this figure.

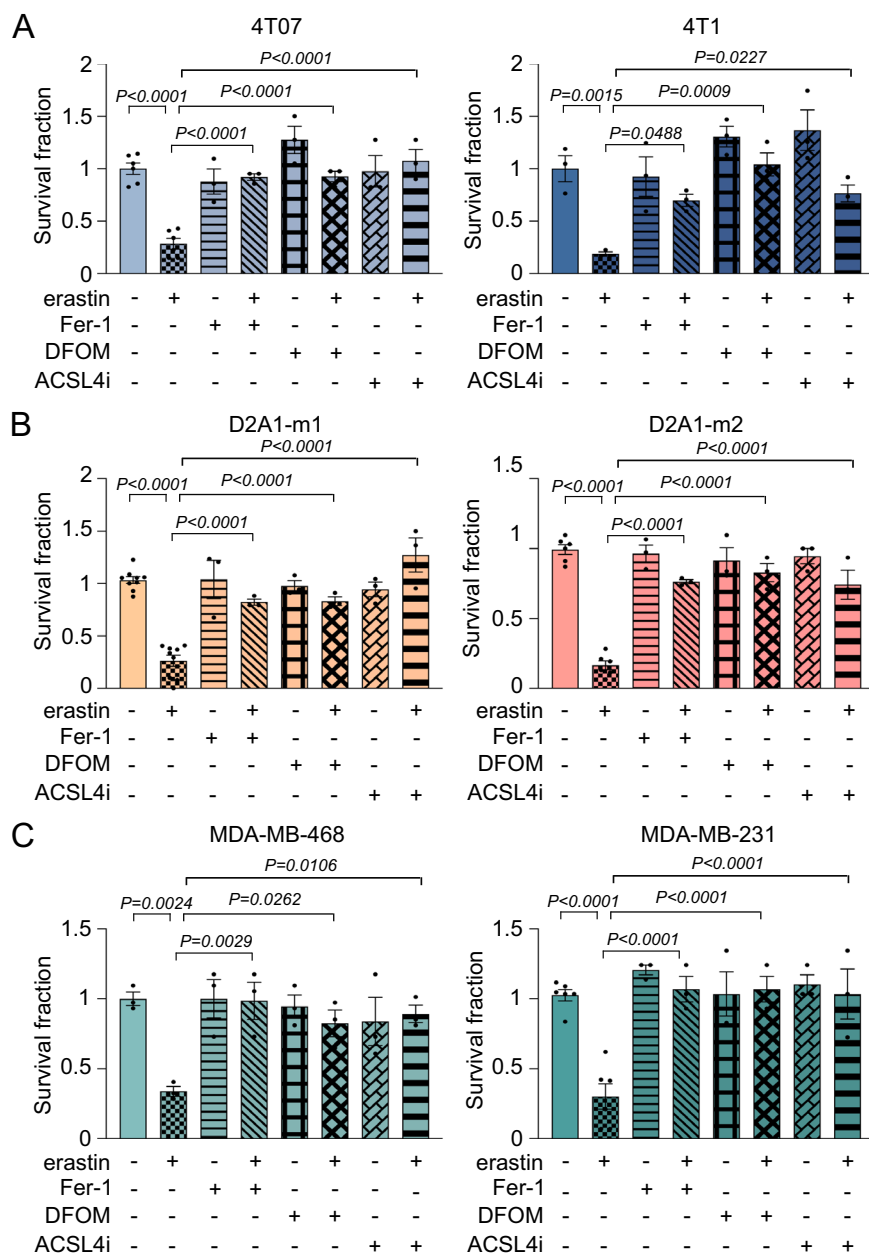

Figure EV3. Details of Ferrostatin-1, Deferoxamine, and ACSL4 inhibition ability to prevent RSL3-induced cell death in TNBC cells, related to Fig. 3.

(A–C) Metastatic 4T07 and 4T1 (A), D2A1-m1 and D2A1-m2 (B), MDA-MB-468 and MDA-MB-231 (C) cells were pre-treated with 15 μ M Fer-1, 5 μ M DFOM, or 10 μ M ACSL4i for 4 h and then exposed ON to 0.5 μ M erastin. After 24 h cells were subjected to cell viability assay ($n = 3$ biological replicates in either single, duplicate, or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using one-way ANOVA, Dunnett corrected. Source data are available online for this figure.

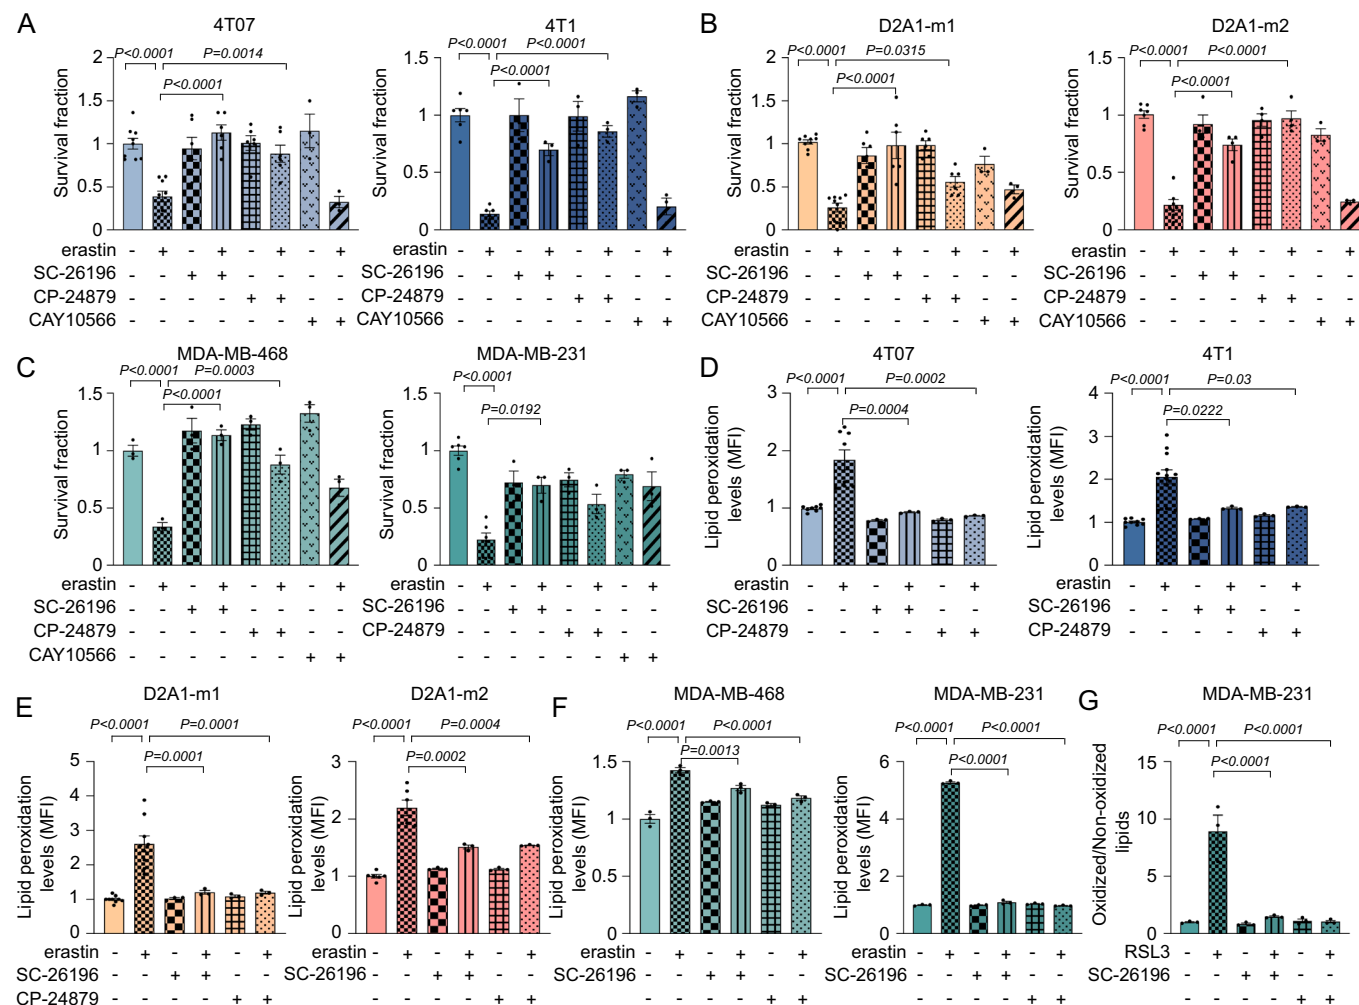

Figure EV4. Details of the ability of FADS1/2 targeting in preventing ferroptosis induction in aggressive TNBC, related to Fig. 4.

(A–C) TNBC metastatic 4T07 and 4T1 (A), D2A1-m1 and D2A1-m2 (B), human MDA-MB-468 and MDA-MB-231 (C) cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 h, exposed ON to 0.5 μ M erastin, and subjected to cell viability assay ($n = 3$ biological replicates in either single, duplicate or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. (D–F) TNBC metastatic 4T07 and 4T1 (D), D2A1-m1 and D2A1-m2 (E), human MDA-MB-468 and MDA-MB-231 (F) cells were pre-treated with 10 μ M FADS2i (SC-26196), FADS1/2i (CP-24879), and SCD1i (CAY10566) for 4 h, exposed for 2 h to 5 μ M erastin, and subjected to cytofluorimetric analysis to measure lipid peroxidation ($n = 3$ biological replicates in either single, duplicate or technical triplicate). The erastin-treated condition was used as comparator in the statistical analysis. (G) Highly metastatic MDA-MB-231 cells were pre-treated with 10 μ M FADS2i or FADS1/2i for 4 h, exposed for 2 h to 1 μ M RSL3, and subjected to confocal analysis to measure lipid peroxidation. Relative quantification is shown ($n = 3$ biological replicates). The RSL3-treated condition was used as comparator in the statistical analysis. Data information: data are presented as mean $\pm$ SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett's correction (A–F) or Tukey's correction (G). Source data are available online for this figure.

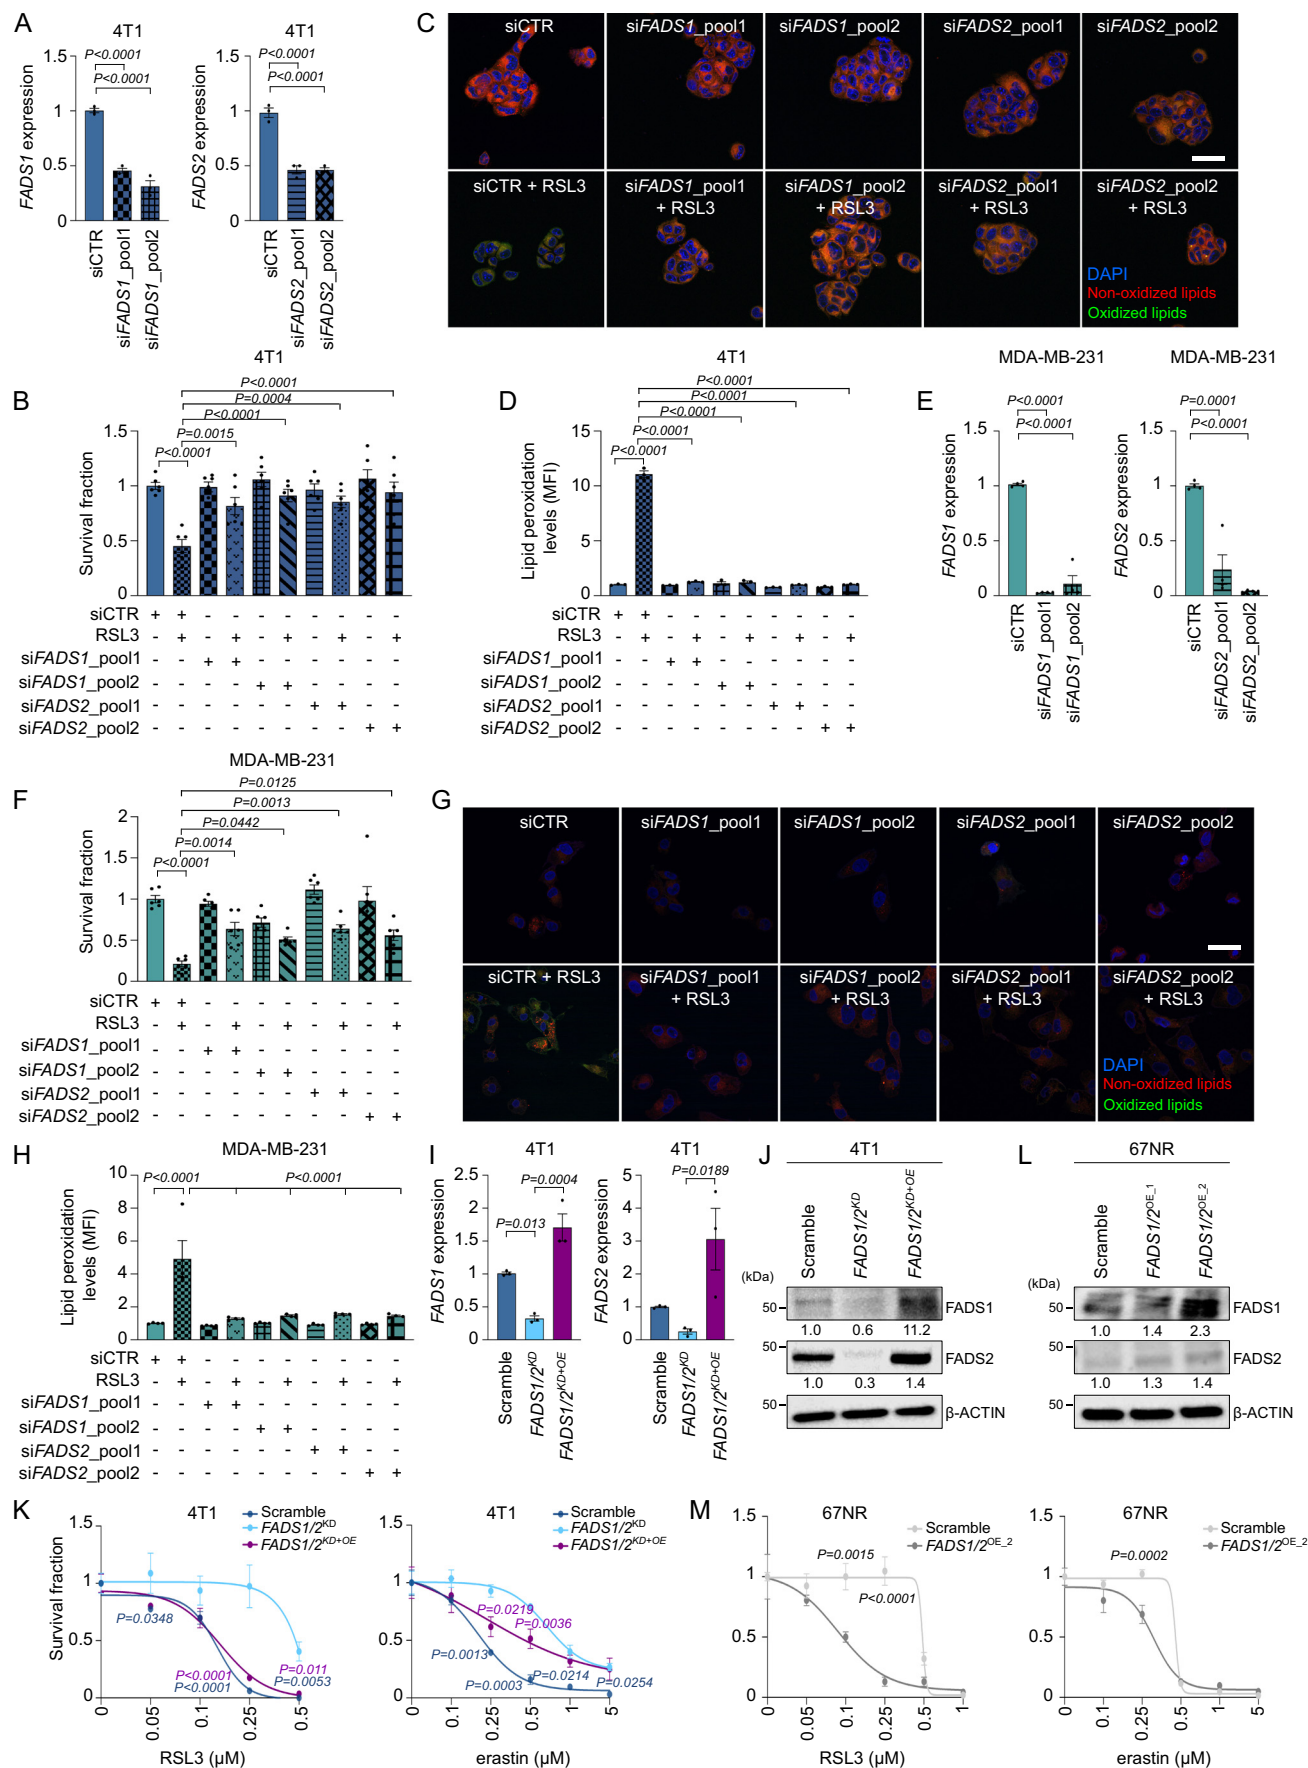

Figure EV5. Details of FADS1/2 knockdown effect on lipidomic profile of TNBC cells and their susceptibility to ferroptosis induction, related to Fig. 5.

(A–D) 4T1 cells transfected with non-targeting small interfering RNA (siCTR) or 2 different combination pools of 4 individual siRNA for FADS1 (siFADS1_pool1 and pool2) and FADS2 (siFADS2_pool1 and pool2) and assessed by qRT-PCR (A) were treated ON with 0.1 μ M RSL3 (B) or 2 h with 1 μ M RSL3 (C, D) and assayed for cell survival (B), confocal analysis (C), and cytofluorimetric analysis (D) to measure lipid peroxidation. Representative pictures of BODIPY^{581/591}-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μ m) ($n = 3$ biological replicates in either single or technical duplicate). siCTR transfected cells (A) and siCTR transfected cells treated with RSL3 (B, D) were used as comparator in the statistical analysis. (E–H) MDA-MB-231 cells transfected with siCTR or 2 different combination pools of 4 individual siRNA for FADS1 (siFADS1_pool1 and pool2) and FADS2 (siFADS2_pool1 and pool2) and assessed by qRT-PCR (E) were treated ON with 0.25 μ M RSL3 (F) or 2 h with 1 μ M RSL3 (G, H) and assayed for cell survival (F), confocal analysis (G), and cytofluorimetric analysis (H) to measure lipid peroxidation. Representative pictures of BODIPY^{581/591}-C11 stained cells are shown (oxidized lipids: green; non-oxidized lipids: red; nuclei: blue, DAPI; scale bar, 10 μ m) ($n = 3$ biological replicates in either single or technical duplicate). siCTR transfected cells (E) and siCTR transfected cells treated with RSL3 (F, H) were used as comparator in the statistical analysis. (I–K) Stable FADS1/FADS2 double knockdown transfected 4T1 cells (FADS1/2^{KD} 4T1) and the corresponding cells with the ectopic re-introduction of FADS1 and FADS2 (FADS1/2^{KD+OE} 4T1), whose FADS1/2 expression was assessed using qRT-PCR and WB analyses (I, J), were exposed to increasing concentrations of RSL3 or erastin in a dose-response curve assay (K) ($n = 3$ biological replicates). The FADS1/2^{KD} condition was used as comparator in the statistical analysis. (L, M) 67NR cells over-expressing both FADS1 and FADS2, FADS1/2^{OE}, (L) were grown for 24 h in the presence of increasing doses of RSL3 and erastin (M) before assaying cell viability ($n = 3$ biological replicates). Data information: In (A, B, D–F, H, I, K, M) data are presented as mean $\pm$ SEM. Statistical analysis was performed using one-way ANOVA followed by Dunnett's correction (A, B, D–F, H, I) or two-way ANOVA followed by Bonferroni's correction (K, M). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

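Whole genome expression was measured in tumor cells sorted from 67NR, 4T07 and 4T1 tumors, with 3 arrays for each of the 3 lines. The authors deposited 2 tables. The first holds, for each of 45281 probes and each of the 9 arrays, an intensity on a linear scale that is neither background-subtracted nor normalized, and the authors' detection p-value of the probe against the negative controls of its array. The second holds the authors' deposited log2 values for 22834 probes, quantile-normalized, with a median of 7.48 on every array. Set against the log2 of the intensities, each column correlates at 0.998 or higher, with no centring or change of direction. None of the 22447 probes left out was detected at a detection p of 0.01 on any array, and 4385 of the deposited probes were not either, so that the rule of that choice stays unknown. The paper's methods give no processing of the arrays and no settings for GSEA; these are not given in the sources used here. The paper's statistics section names a two-tailed unpaired Student test in general, which was tried as an alternative under the name of the methods' test.

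Of the probes with a deposited log2 value, 19281 were paired with 1 gene in the platform annotation, 10 with several and 3543 with none. The Entrez IDs of 19261 of the named probes were found in the reference gene table, and 0 symbols needed an update. The named probes covered 12148 genes. Intensities were corrected with neqc (limma 3.58.1 in R 4.3.3, offset 16, negative controls inferred from the detection p-values) and quantile-normalized. Probes with a detection p under 0.05 on at least 3 of the 9 arrays were kept (15686 probes), and for the 3887 genes with several kept probes the probe with the highest mean was used. This left 10021 genes, which were fitted with lmFit and eBayes on all 9 arrays, so that the lines share 1 estimate of the spread. The 3 comparisons are 4T1 against 67NR, 4T07 against 67NR and 4T1 against 4T07, each with Benjamini-Hochberg adjustment and a threshold of 0.05.

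Before the data were examined, 26 gene lists were fixed, of metabolic pathways, cell states and markers of other cell types that a sort could hold. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison. The hallmark glycolysis list was written from general knowledge of the MSigDB set and was not checked against MSigDB, so its members may differ from the set the paper used. Enrichment was computed with fgsea 1.28.0 (10000 gene permutations, weight 1, fixed seed) on the moderated statistic, over 706 sets. The genes named in the text are those the paper measures or targets (17 genes, of which 15 have a named and kept probe), the 10 largest rises and 10 largest falls of each comparison among genes past the threshold whose groups do not overlap, and up to 4 members of each list with the largest change past the threshold. Which of these genes the text discusses was chosen after their values were seen, and Brd2 and Notch4, neighbors of the MHC class II genes, were added then.

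The alternatives were the authors' deposited values, no background correction, normexp with an offset of 50, median centring, no filter and a stricter filter on dim probes (detection p under 0.01 on all arrays of a line), the mean of all kept probes, a fit of only the 2 lines compared, the replicate number as a block, the methods' test, a threshold of at least 2-fold, other rankings for the enrichment, and each array left out in turn. The slide as a block was not run, since no slide is given.

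The gene fit was tested on simulated data, with 10021 genes at their real means and spreads and 200 genes changed in 4T1. For 4T1 against 67NR it recovered 74 of 100 genes changed by 1 on the log2 scale and 99 of 100 changed by 2, and it called 12 unchanged genes among 185 calls. A planted list of 50 genes, 30 of them raised by 1, had an NES of 2.87 (FDR = 0.0187 by permutation), and 0 of 100 unchanged lists passed the FDR threshold of 0.25. Only these 200 genes and the planted ones changed, whereas 4992 genes differed between the real 4T1 and 67NR arrays. The planted NES can therefore not be set beside those of the real lists. The changes were added to normalized values, so normalization was not tested. The simulated genes varied independently of each other. Genes of a real list can be correlated (estimated at 0.466 for the hypoxia response list), so the simulation cannot give the error rate of the list and set tests on the real arrays. The genes Cpt1a and Acaca have no named probe here and are not reported. The lipidomic, isotope tracing and blot data of the study are not analysed here.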

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

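The tests of the lower desaturase and sterol program, of the leukocytes and the interferon response beside the MHC class II genes, and of the chromosome of Cd74 were chosen after the results were seen. The predictions of the other tests were written before their values were seen, those on Fads1 and on the segment around the MHC class II genes after the pattern itself had been noticed.

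The 4T07 arrays are not part of Fig. 1B, and their comparisons stand out as results in data the paper did not analyse. Between 4T07 and 67NR, 4541 genes differed (2197 higher, 2344 lower), and between 4T1 and 4T07, 2985 (1400 higher, 1585 lower; limma adjusted p under 0.05), with balances that turn with median centring (2253 higher and 1861 lower, and 1307 higher and 1279 lower). The 6 arrays of 2 lines can be split in only 10 ways, too few for a share under 0.05. As many genes came from 1 split, the real one, in each of the 3 comparisons (4992 genes for 4T1 against 67NR), and the highest of the other splits gave 0 genes. In those other splits each group mixes 2 lines, so the difference between the lines counts as spread and by itself keeps calls few. The contrast with the real split therefore decides nothing about chance.

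The hallmark glycolysis list ranked toward 4T1 with an NES of 1.71. Of the 10 splits, again too few for a share under 0.05, 4 gave an absolute NES as large, the real one included, and the highest of the others gave 1.85. The prediction for chance, a share of at least 0.05, was thus met but could not fail. The other splits mix the lines unequally and keep part of their difference. They are therefore no null, and the test decides nothing about chance. Normalization as the source is argued against by the 4 other normalizations, in which the lowest NES was 1.62 with an FDR under the threshold, and leukocytes in the sorted 4T1 cells by 23.1% of the measured leukocyte markers being higher in 4T1, all of them MHC class II genes. For epithelial identity of 4T1 in place of glycolytic enzymes, the core glycolysis genes met the prediction against it. Their median log2 fold change was 0.37 (camera p = 0.00811, or p = 0.224 with an estimated correlation). Of the 17 measured, 9 are hallmark genes themselves, so this test is not separate from the pattern. The enrichment does not rest on these enzymes, however (NES 1.67, FDR = 0.0526 without them), so epithelial identity stays open. The hallmark list holds only 2 measured genes of the epithelial list, both among the 43 of the leading edge, so their number cannot decide. In 4T07 the NES against 67NR was 1.66 with an epithelial median of 0.61. That value cannot decide either, since both comparisons use the same 67NR arrays and 4T07 is itself shifted. A stronger hypoxia response in 4T1 tumors may contribute and stays open beside the difference between the lines themselves. Its list has a median of 0.68 (camera p = 0.00174, or p = 0.309 with an estimated correlation). However, 8 of its 19 measured genes are also hallmark genes, so this shift is partly the pattern itself and gives no separate support. Vegfa, in both lists, had -2.44, and Reactome's Cellular response to hypoxia had an NES of 0.63 (FDR = 1).

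The desaturase gene Fads1 was not above background on any 4T07 array, against log2 intensities of 11.63 ± 0.07 (SD, n = 3) in 67NR and 11.62 ± 0.25 in 4T1, which stands out as a gene value from arrays the paper did not analyse. Its fitted log2 fold change in 4T07 against 67NR was -6.85, and it was at least 93.4-fold lower (limma adjusted p = 3.4e-11). Loss of a chromosome segment that also holds the neighboring genes is argued against by the 10 nearest measured genes. Their median log2 fold change was -0.04, and each was detected on at least 1 4T07 array (Dagla on 1, the others on all 3). These neighbors cannot show whether a loss was confined to Fads1. For a lower desaturase and sterol program, the cholesterol synthesis list met the prediction against it, with a median of 0.76 (camera p = 0.00153, or p = 0.17 with an estimated correlation). That list holds no fatty acid desaturase, so it bears on the sterol part only. The fatty acid desaturation list, which includes Fads1, had 3 of 7 measured genes higher and 1 lower (camera adjusted p = 0.567) and leaves the desaturase part open. Fads1 has 1 probe here, so a probe that fails in 4T07, for example through a sequence variant or another transcript end, cannot be told apart from a loss of the RNA. In cultured 4T07 cells the paper shows more FADS1 protein than in 67NR (Fig. 2A). It also reports that a dual FADS1 and FADS2 inhibitor prevented their death under RSL3 (Fig. 4A).

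Cd74, H2-Ab1 and H2-Eb1, which belong to MHC class II antigen presentation and which the paper does not discuss, were dim in 67NR and bright in both other lines. The log2 fold change of Cd74 was 7.03 in 4T1 and 7.15 in 4T07 against 67NR, and the interferon response list was also shifted in 4T07, by a median of 2.00 (camera adjusted p = 3.74e-09, or adjusted p = 0.367 with an estimated correlation). Leukocytes left by the CD45 gate are argued against by the other 10 measured leukocyte markers, whose medians were -0.97 in 4T1 and -0.81 in 4T07 (Lyz2 at -2.48 in 4T1), and 1 lost chromosome segment in 67NR by Cd74 and the H2 genes lying on 2 chromosomes. For the H2 genes alone a segment that reaches Brd2 or Notch4 is argued against by their log2 fold changes of 0.36 and -2.31 and detection on all 67NR arrays, while a shorter one cannot be told apart: the median of the 10 nearest genes, 1.06, met the prediction for a loss, but 6 of the 10 are MHC genes themselves, the other 4 have a median of 0.19, 7 were detected on all 67NR arrays, and the verdict was changed to undecided after these values were seen. A stronger interferon response of 4T07 and 4T1 cells is a candidate explanation, with a median of 1.03 in 4T1 and 2.06 in 4T07 over 20 interferon genes without antigen-processing genes (camera p = 0.000108 and 1.07e-08, or p = 0.163 and 0.0572 with an estimated correlation).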

How the results depend on the processing

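No test in this part was chosen after the results were seen. The counts of changed genes stayed within 1.5 times of the reported ones under every alternative except a threshold of at least 2-fold, which fewer genes can pass (2197 genes for 4T1 against 67NR, 1957 for 4T07 against 67NR and 1000 for 4T1 against 4T07), and the methods' test with Benjamini-Hochberg adjustment, which gave 1835 genes for 4T1 against 4T07. Leaving out each array in turn gave 4409 to 4627 genes for 4T1 against 67NR, 3897 to 4323 for 4T07 against 67NR and 2217 to 2928 for 4T1 against 4T07. The NES of the hallmark glycolysis list for 4T1 against 67NR was above 0 with an FDR under 0.25 for every normalization, filter and ranking tried, and 1.63 to 1.73 with an array left out. By camera, whose value is an adjusted p and not an NES, it was no longer past the threshold with an estimated correlation (0.965 over all sets). That correlation was 0.002, and the camera p before adjustment was 0.00501. Fatty Acyl-CoA Biosynthesis passed the threshold with the authors' deposited values and with no background correction (NES 1.84 each), normexp without controls (1.79) and the mean of all kept probes (1.71), by camera with the preset correlation (adjusted p = 0.0651), and in 4 of the 6 fits that leave out an array (NES 1.71 to 1.76; over all 6, 1.65 to 1.76). The number of Reactome sets toward 4T1, 6 as reported, was 47 with the authors' deposited values, 30 with no background correction, 42 with normexp without controls, 1 with median centring, 15 with the mean of all kept probes, 1 with only the 2 groups compared, 2 when ranked by signal-to-noise and 10 when ranked by log2 fold change. It was 24 by camera with the preset correlation, 0 with the estimated correlation, and 2 to 68 with an array left out, the highest without 67NR replicate 1; the number is 3 without 67NR replicate 2, 16 without 4T1 replicate 1, 17 without 4T1 replicate 2 and 2 without 4T1 replicate 3. With an estimated correlation 0 gene lists were shifted in any of the 3 comparisons. No result past its threshold reversed its direction, but the NES of VEGFR2 mediated cell proliferation, not past it, went from 0.92 to -0.83 when ranked by log2 fold change, and with median centring 2524 genes were higher and 2047 lower in 4T1 than in 67NR, against 2327 and 2665. The cause was not tested for any of these changes. Of 340 values of named genes, 319 were past the threshold, and each alternative fitted on all 9 arrays left 296 or more of the 340 values on their side of it. The deviations of arrays with the same replicate number correlated at 0.049 to 0.153 for 4T1 and 67NR, where each array correlated best with its own number. A weak pairing of these 2 lines by number can therefore not be excluded. The correlations were -0.054 to 0.104 for 4T07 and 67NR and -0.169 to -0.005 for 4T1 and 4T07, where the numbers did not pair the arrays. With the replicate block, 4938, 4466 and 2855 genes differed in the 3 comparisons. The slide as a block was not run, since no slide is given. Signal over background limits the genes that a line does not detect, such as Fasn, to a bound or to no fold.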

Differences from the paper's values

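Of the tests in this part, the jackknife error was chosen after the results were seen. For the hallmark glycolysis set the paper reports an NES of 2.9 with an FDR of 0.001, and the list used here gave 1.71 and 0.0522. The list is not the MSigDB file, and the paper's ranking, normalization and permutation are not given in the sources used here. Under the alternatives the NES lay between 1.62 and 1.74 and the FDR between 0.0526 and 0.212, so none reaches the paper's values. The error used is a jackknife over the arrays left out in turn.

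For sets with the same name in Reactome as shipped with fgsea, whose members may differ from those the paper used, the paper's supplementary table gives an NES of 2.23 for Fatty Acyl-CoA Biosynthesis (1.73 here), 2.11 for WNT ligand biogenesis and trafficking (1.78 here), 1.88 for Cholesterol biosynthesis (1.20 here) and 1.85 for metabolism of lipids (0.90 here, for Metabolism of lipids and lipoproteins). It gives 1.81 for Metabolism of polyamines (0.97 here), 1.66 for Peroxisomal lipid metabolism (1.08 here), 1.66 for VEGFR2 mediated cell proliferation (0.92 here) and 1.65 for Cellular response to hypoxia (0.63 here). Every alternative differs from the paper's value for each of these 8 sets by more than the jackknife error. Fatty Acyl-CoA Biosynthesis, which the paper lists and which is not called here, passes an FDR of 0.25 with the authors' deposited values (NES 1.84), no background correction (1.84), normexp without controls (1.79), the mean of all kept probes (1.71) and in 4 of the 6 fits without 1 array. The other 6 sets, WNT ligand biogenesis and trafficking aside, pass it under no alternative of the enrichment.

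In cultured cells, the paper shows more SCD1 or SCD2, FADS1 and FADS2 protein in 4T07 and 4T1 than in 67NR (Fig. 2A). In the sorted tumor cells, whose RNA was measured here, Fads1 had a log2 fold change of -0.02 in 4T1 against 67NR (limma adjusted p = 0.94). It was not detected in 4T07 by its only probe here. A failure of that probe in 4T07 cannot be told apart from a loss of the RNA, so this value does not contradict the blot. Fads2 had -0.27 in 4T1 (adjusted p = 0.309) and -0.55 in 4T07 (adjusted p = 0.0508). The 4T07 value passes the test with the stricter filter (0.0445), the replicate block (0.0365), only the 2 lines fitted (0.00991) and the methods' test (0.0107). The other kept probe of Fads2, near background, barely differed, with log2 intensities of 5.40 in 67NR, 5.31 in 4T07 and 5.41 in 4T1. Scd2 was higher in both lines, with 1.14 in 4T1 and 1.03 in 4T07, whereas Scd1 had -1.27 in 4T1 and 0.48 in 4T07 (adjusted p = 0.0506), where it passes under 7 alternatives with adjustment (0.0165 with the authors' deposited values to 0.0466 with the mean of all kept probes). The paper reports more PLIN2 protein and mRNA in the metastatic cells of the 4T1 series in culture (Figs. 1E and EV1E). In the sorted cells Plin2 had 0.66 in 4T1 and -0.35 in 4T07 (adjusted p = 0.158, or 0.0117 without 4T07 replicate 3). For Acly, reported as higher in cultured 4T1 cells by qRT-PCR and blot, the log2 fold change here is also above 0, at 0.53. For Fasn, reported in the same way as higher in both lines, no difference was detectable on these arrays.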

Other observations

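The test of probes lost in 1 line was written before its value was seen, and the genes discussed here were chosen after theirs were. Epithelial genes were far higher in cells sorted from 4T1 tumors than in those from 67NR tumors. Of 20 measured epithelial genes, 19 were higher in 4T1 and none lower, with a median log2 fold change of 5.24 (5.02 with undetected genes at their bound; camera adjusted p = 2.99e-15, or adjusted p = 0.0687 with an estimated correlation). The keratin genes Krt18 and Krt14 were at least 210-fold and 188-fold higher, and the splicing regulator gene Esrp1 at least 111-fold (limma adjusted p = 6.64e-11, 3.88e-07 and 2.12e-11). Against 4T07, 16 of the 20 were higher in 4T1 and none lower, with a median of 2.93 (camera adjusted p = 7.07e-18, or adjusted p = 0.144 with an estimated correlation). In 4T07 against 67NR 11 were higher and 1 lower, with a median of 0.61, or 0.35 with undetected genes at their bound (camera adjusted p = 0.00285, or adjusted p = 0.402 with an estimated correlation). Of 24 mesenchymal genes, 11 were lower and 4 higher in 4T1 than in 67NR, among them Zeb1 with a log2 fold change of -4.24 (standard error 0.24, adjusted p = 5e-08), a repressor of epithelial genes, and 12 were lower and 5 higher in 4T07 (camera adjusted p = 0.00675 and 0.0087, or adjusted p = 0.414 and 0.402 with an estimated correlation). Wnt7b, with 4.94 in 4T1 and 4.42 in 4T07, led the list of Wnt ligands and secretion, of whose 12 genes 8 were higher and none lower in 4T1 (camera adjusted p = 0.0018, or adjusted p = 0.0687 with an estimated correlation). Of 21 cell cycle genes, 13 were lower and none higher in 4T1, such as Aurkb with -1.28 (camera adjusted p = 0.00402, or adjusted p = 0.414 with an estimated correlation). Wfdc2, a secreted protease inhibitor gene, was at least 775-fold higher in 4T1 and at least 780-fold higher in 4T07 than in 67NR, and Pdpn, which encodes podoplanin, had a log2 fold change of -8.88 in 4T1 and -7.91 in 4T07.

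The interferon response list differed between all 3 lines. Of its 26 genes, 20 were higher and none lower in 4T07 than in 67NR, 19 were higher and 2 lower in 4T1 than in 67NR, and 13 were lower and none higher in 4T1 than in 4T07 (camera adjusted p = 3.74e-09, 4.03e-05 and 6.87e-05, or adjusted p = 0.367, 0.414 and 0.844 with an estimated correlation). Rsad2, an antiviral gene, was at least 40-fold higher in 4T07 and at least 6.1-fold higher in 4T1 than in 67NR. The immunoproteasome gene Psmb8 had log2 fold changes of 7.68 in 4T07 and 7.38 in 4T1.

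In the genes tied to ferroptosis, Acsl4, which directs polyunsaturated fatty acids into membranes, had a log2 fold change of 1.98 (standard error 0.22, adjusted p = 2.01e-05) in 4T07 against 67NR, and Lpcat3 of 1.36 (standard error 0.15, adjusted p = 1.32e-05) in 4T1. Slc7a11, the cystine transporter gene, was detected on all 4T1 and 4T07 arrays and on 1 of 3 67NR arrays with its brightest probe, and passed the test in both lines (adjusted p = 3.72e-06 and 1.82e-06). Its signal in 67NR is at background, so no fold is given, and its other kept probe was near background in all 3 lines. Gpx4 did not pass the test in either line (-0.13 in 4T1, adjusted p = 0.411; -0.12 in 4T07, adjusted p = 0.481). Of 12 genes that promote ferroptosis 5 were higher and 2 lower in 4T1, and of 20 that defend against it 5 were higher and 1 lower (camera adjusted p = 0.207 and 0.165). In 4T07 against 67NR, 10 of 15 cholesterol synthesis genes were higher and 1 lower (camera adjusted p = 0.0087, or adjusted p = 0.407 with an estimated correlation), and 1 of 22 lipid droplet genes was higher and 9 lower (camera adjusted p = 0.0248, or adjusted p = 0.384). Elovl5, a fatty acid elongase gene, had 1.28 in 4T07 against 67NR (adjusted p = 1.58e-05) and 0.41 in 4T1 (adjusted p = 0.0304), a call lost with median centring (0.0511) and in 5 of the 6 fits without 1 array (0.05 to 0.105). The hallmark glycolysis list had an NES of 1.66 in 4T07 against 67NR (FDR = 0.0561 by gene permutation), with 55 genes higher and 24 lower (camera adjusted p = 0.0248, or adjusted p = 0.224 with an estimated correlation), and no shift between 4T1 and 4T07 was detectable (camera p = 0.409). The polyamine list had 1 gene higher and 2 lower of 7 in 4T1, among them Odc1, the first enzyme of polyamine synthesis, with -2.06 (camera adjusted p = 0.918).

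Of the markers of other cell types in 4T1 against 67NR, 12 of 15 fibroblast and pericyte markers were lower and 1 higher (camera adjusted p = 5.85e-05, or adjusted p = 0.0687 with an estimated correlation), 7 of 13 leukocyte markers were lower and 3 higher (camera adjusted p = 0.589), 3 of 9 endothelial markers were higher and 1 lower, none lower when adjusted over the list alone (camera adjusted p = 0.205, or 0.037 with the stricter filter, which leaves a median of 2.45), and 1 of 6 skeletal muscle markers was higher and 1 lower (camera adjusted p = 0.874). Of the 2 measured erythroid markers, Hba-a1 was lower, at 8.17 in 67NR, 4.68 in 4T07 and 4.69 in 4T1. Hbb-bs had a log2 fold change of -0.64 in 4T1 (adjusted p = 0.0339), a call lost with the authors' deposited values (0.0786), no background correction (0.0885) and the methods' test (0.195), and its change was -0.32 (0.0889) without 67NR replicate 2. In the adipocyte list, 1 of 2 markers was lower.

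Fads1 raised the hypothesis that probes bright in 2 lines and undetected in the third lose their match, through a sequence variant or another isoform, while the RNA is still made. There were 130 such probes, 113 of them undetected in 67NR, 7 in 4T07 and 10 in 4T1. Of the 62 whose gene has another probe detected in the other lines, 7 (11.3%) kept that probe detected on all arrays of the third line, which argues against the hypothesis for such probes as a class. In 4T07 a single probe could be tested, so it may still hold for Fads1.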
